# An Examination of Dynamic Gene Expression Changes in the Mouse Brain During Pregnancy and the Postpartum Period

**DOI:** 10.1534/g3.115.020982

**Published:** 2015-11-20

**Authors:** Surjyendu Ray, Ruei-Ying Tzeng, Lisa M. DiCarlo, Joseph L. Bundy, Cynthia Vied, Gary Tyson, Richard Nowakowski, Michelle N. Arbeitman

**Keywords:** pregnancy, parturition, postpartum, RNA-seq, mouse, gene expression, Genetics of Sex

## Abstract

The developmental transition to motherhood requires gene expression changes that alter the brain to drive the female to perform maternal behaviors. We broadly examined the global transcriptional response in the mouse maternal brain, by examining four brain regions: hypothalamus, hippocampus, neocortex, and cerebellum, in virgin females, two pregnancy time points, and three postpartum time points. We find that overall there are hundreds of differentially expressed genes, but each brain region and time point shows a unique molecular signature, with only 49 genes differentially expressed in all four regions. Interestingly, a set of “early-response genes” is repressed in all brain regions during pregnancy and postpartum stages. Several genes previously implicated in underlying postpartum depression change expression. This study serves as an atlas of gene expression changes in the maternal brain, with the results demonstrating that pregnancy, parturition, and postpartum maternal experience substantially impact diverse brain regions.

The developmental transformation of the mammalian female brain during pregnancy, parturition, and the postpartum period prepare and drive maternal behaviors, and is both a response to, and presumably a cause of, the physiological changes accompanying these reproductive transitions (reviewed in Brunton and Russell 2008; Dulac *et al.* 2014; Hillerer *et al.* 2014; Kinsley and Amory-Meyer 2011). While it is clear that fluctuating titers of hormones contribute to changes in gene expression that mediate this transformation, how the female brain is shaped as a result of reproductive and maternal experience is not understood at a molecular-genetic or neural circuit level.

Hormones are vital for both the establishment and maintenance of pregnancy, parturition, and the onset of postpartum maternal behavior, with peptide hormones prolactin (Prl) and oxytocin (Oxt), and steroid hormones estrogen (E) and progesterone (P4) having key roles (reviewed in Brunton and Russell 2010). With respect to the brain, the epicenter of hormone regulation is the hypothalamus, which is the major central nervous system (CNS) component of the hypothalamus-pituitary-gonadal axis (reviewed in Brunton and Russell 2008, 2010; Russell *et al.* 2001). Hormones produced in the hypothalamus regulate the pituitary gland, which in turn regulates gonadal hormone production. The hormone feedback loops mean that the cells of the hypothalamus are both the source and the target of a variety of hormones.

Both positive and negative feedback loops are known to regulate the key hormones of pregnancy. The hormones luteinizing hormone (LH), follicle stimulating hormone (FSH) and Prl are released from the pituitary, E and P4 from the ovary, and Oxt, which regulates both labor and lactation, is produced in the hypothalamus. The central connections of the hypothalamus to other brain regions means that it also plays a fundamental role in regulating maternal and other behaviors. For example, the neural circuits that underlie maternal behaviors are primed by E and P4 during pregnancy and postpartum (Bridges 1984; Bridges *et al.* 1990; Gonzalez-Mariscal *et al.* 1996). Even the most basic mammalian maternal behavior, such as nursing, requires Prl to stimulate milk secretion (Horseman *et al.* 1997), and Oxt to stimulate milk ejection in response to suckling (reviewed in Brunton and Russell 2010).

Outside of the hypothalamus, and the hypothalamus-pituitary-gonadal axis, many brain areas are the presumed targets of hormones and play a role in maternal behavior. For example, lesions of the cingulate cortex, amygdala, septal regions, and regions of the brain that process olfactory information have been shown to impact maternal behaviors, such as pup retrieval and nest building (Kinsley and Amory-Meyer 2011; Slotnick 1967; Slotnick and Nigrosh 1975). These major reproductive transitions also impact cognition. For example, the hormone changes during pregnancy and the postpartum period are thought to underlie improved cognitive abilities, with reproductive experience enhancing spatial memory (reviewed in Kinsley *et al.* 1999), as well as other hippocampal functions (reviewed in Galea *et al.* 2014).

Previous gene expression studies that examined expression changes associated with the maternal brain have focused on single time points and examined particular subregions of the brain (Eisinger *et al.* 2013; Zhao *et al.* 2012), or particular gene functional groups, like neurotransmitter receptor pathway genes (Mann 2014). Thus far, there has not been a comprehensive examination of the brain to understand how extensive the molecular changes are in different brain regions, and also how different these changes are at each stage.

To understand how extensive the gene expression changes are, we have examined gene expression in four brain regions, using RNA-sequencing (RNA-seq). The rationale for the four brain regions examined are: (1) the hypothalamus: because of its key role in regulating hormones, and because it is both a source and target of many hormones; (2) the hippocampus; and (3) the neocortex: because of their roles in memory, learning, and cognition; and (4) the cerebellum: a key motor control region that, although it is known to have cells with hormone receptors, does not seem *a priori* to have a major role in the regulation of maternal behaviors. Thus, these four brain regions include regions previously implicated in underlying maternal behaviors, and those with less established roles. In this study, we examined these brain regions in virgin, pregnant, and postpartum females to provide a sequential view of gene expression changes across a changing physiological landscape, with a focus on the peripartum period, pregnancy time points near parturition, and early postpartum time points when the potential for maternal behaviors are likely being established, and also a later postpartum time point when maternal behaviors are robustly displayed.

## Materials and Methods

### Animal Husbandry

Eight-week-old male and female C57BL/6J (B6) mice were obtained from the Jackson Laboratory (Bar Harbor, ME). To generate timed pregnant mice, nulliparous B6 females were trio bred to B6 males. The day of vaginal plug discovery was designated postconception day 0 (PC0). Gestational age was confirmed using external morphological features at necropsy (Theiler 1989). Randomly cycling, age-matched virgin females were used. All animals were housed in individually ventilated cages, on beta-chip bedding, and maintained under controlled conditions of temperature (20°–24°), humidity (40–60%), and lighting (12 hr light: 12 hr dark). Mice were fed standard chow diet and distilled water *ad libitum*. All animal husbandry protocols were in accordance with the guidelines of the American Association for the Accreditation of Laboratory Animal Care (AAALAC). All experimental protocols conducted in this study were approved by the Florida State University Animal Care and Use Committee.

### RNA-seq library preparation

The brain tissues were dissected rapidly, flash-frozen in liquid nitrogen, and maintained on dry ice until storage at –80°. Frozen brain tissue was homogenized in 1 ml TRIzol solution (Life Technologies 15596-018), using a motorized homogenizer. Samples were then centrifuged at 4° for 10 min at 4000 rpm to separate out debris, and the resulting supernatant was processed for total RNA extraction. Total RNA was treated with TURBO DNase (Ambion AM223) and purified with Zymo Research RNA Clean & Concentrator-25kit (Zymo Research R1018). The DNase treated and purified total RNA (5 μg for cerebellum, neocortex, and hippocampus, or 1 μg for hypothalamus) was used for subsequent mRNA isolation and RNA-seq library preparation. The External RNA Controls Consortium (ERCC) RNA Spike-in Controls (Ambion 4456740) were diluted 1:10 (for 5 μg total RNA sample) and 1:100 (for 1 μg total RNA sample) and added to total RNA. RNA-seq libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs Inc. E7530L), with 12 PCR cycles. The qualities of the libraries were examined using Agilent High Sensitivity DNA Bioanalyzer Chips (Agilent Technologies 5067-4626) and quantified by KAPA Library Quantification Kits for Illumina sequencing platforms (KAPA Biosystems KK4824).

### Illumina sequence read mapping and analyses

Initial quality checks on the Illumina sequencing data were done using FastQC (version 0.11.2, Babraham Bioinformatics). Raw sequence reads were preprocessed using Trimmomatic to remove Illumina adaptor sequence (Bolger *et al.* 2014), retaining only sequences that are 50 bases or longer. The ILLUMINACLIP section of the Trimmomatic command was set to two seed mismatches, thus allowing a maximum of two mismatches to be allowed while still allowing a full match to the adapter sequence, a palindromeClipThreshold of 30, and a simpleClipThreshold of 10.

The *Mus musculus* reference genome (release 75) was obtained from Ensembl (Flicek *et al.* 2014). The vast majority of the Illumina sequence data resulted in reads that are 100 bases in length after processing. The processed Illumina reads were mapped to the reference genome using the Tophat alignment tool (Trapnell *et al.* 2009), version 2.0.8, which uses Bowtie 2 as its underlying alignment algorithm. The parameters of Tophat were set to their default values, except the number of allowed mismatches and allowed edit distance (–read-mismatches and –read-edit-dist), which was set to six. The –GTF option was used to provide Tophat with a set of gene model annotations. easyRNASeq (obtained from Bioconductor version 3.0.2) was used to extract a count table from the Tophat files (Delhomme *et al.* 2012), containing raw count data for the genic feature of interest (gene), used in the count option and the geneModels option in the summarization parameter. The chromosome sizes option was set to auto to derive the chromosome sizes from the header of the BAM file generated by Tophat.

Cufflinks (version 2.1.1) was used to determine FPKM (Fragments Per Kilobase of Exon Per Million Fragments Mapped) values for each gene, based on the obtained full length and junction reads, utilizing the same GTF gene annotation file as before, and the –no-effective-length-correction flag set (Trapnell *et al.* 2012). The FPKM values were used to filter the final differentially expressed gene lists. Here, we require that for a gene to be considered in our statistical analyses, it needed to have a minimum FPKM value of 1, in all three replicates, in at least one treatment condition.

We used the edgeR statistical package (Bioconductor version 3.0.2) (Robinson *et al.* 2010). The trimmed means of M normalization method was performed on all samples. To determine if a gene is differentially expressed, we used the “tagwise” model of calculating dispersion. The p values were converted to q values by applying a false discovery rate (FDR) correction to account for multiple testing and false positives (Benjamini and Hochberg 1995). Genes that were determined to be significantly differentially expressed are provided in Supporting Information, Figure S1, Table S6, Table S7, Table S8, Table S9, Table S10, Table S11, Table S12, Table S13, Table S14, Table S15, Table S16, Table S17, Table S18, Table S19, and Table S20.

DESeq2 (obtained from Bioconductor version 3.0.2) was used to obtain PCA plots of the replicates (Love *et al.* 2014). The PCA plot generates two-dimensional plots of the first two components of the replicates for all the samples, allowing us to visualize the variance among the replicates. We note that we observe differences in variance among our biological replicates from the different time points (Figure S15). Thus, we do not have the same power to detect differences in all samples, due to this variance. Furthermore, we examined two PC time points and three PP time points, so we have different power to detect differences in the PP stages.

### Clustering approaches

Validation of our dissections was conducted by performing a literature survey (Sandberg *et al.* 2000) and identifying brain-region-specific genes in the Allen Brain Atlas (Lein *et al.* 2007). Visualization of our gene lists was done by generating heat maps using the hierarchical clustering module of GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/). The FPKM values that were obtained from Cufflinks were averaged, for each time point, for each gene for the hierarchical clusters. GENE-E was also used to find expression pattern similarities among the 49 genes that are common in the differentially expressed lists among all comparisons using K-means clustering. We found an initial value of nine for clustering centroids was optimal.

WebGestalt was used for gene ontology (GO) enrichment analysis and visualization of the ontology trees (Zhang *et al.* 2005). Genes determined to be differentially expressed in the pairwise comparisons examined were collated into gene lists that were classified as being induced or repressed. These gene lists were tested against the full mouse genome, using a hypergeometric test, to identify significantly enriched terms (p value <0.05 after a Benjamini-Hochberg correction). Ensembl gene IDs were provided to the WebGestalt software. Each GO analysis (biological processes, molecular functions, and cellular components), Phenotype ontology, and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway had to contain five or more genes to be considered enriched.

### Data availability

The RNA-seq data are available in the FASTQ format at the gene expression omnibus (GEO) with the accession number: GSE70732.

## Results and Discussion

### Experimental overview

The goal of this study was to determine the gene expression changes in the female mouse brain that are a result of pregnancy, parturition, and the postpartum maternal experience using RNA-seq. We examined four brain regions in C57BL/6J (B6) female mice (hypothalamus, hippocampus, neocortex, and cerebellum; Figure 1A). Gene expression was compared in closely age-matched virgin females; females pregnant 14 and 16 days after observation of a seminal plug; and nursing dams with postnatal day 1, 3, and 10 pups (Figure 1B). Dams that are 14 and 16 days post observation of a seminal plug will be referred to as postconception days 14 and 16 (PC14 and PC16) (Figure 1B). Dams at postpartum days 1, 3, and 10 will be referred to as postpartum days 1, 3, and 10 (PP1, PP3, and PP10) (Figure 1B). The pregnancy (PC14 and PC16) and postpartum (PP1 and PP3) time points are equally spaced and also close to parturition, whereas the PP10 time point is when maternal behaviors are robustly displayed, thus analysis of these time points are likely to provide insight into the molecular-genetic basis of creating the potential for maternal behaviors, in the changing hormonal landscape surrounding parturition.

**Figure 1:**
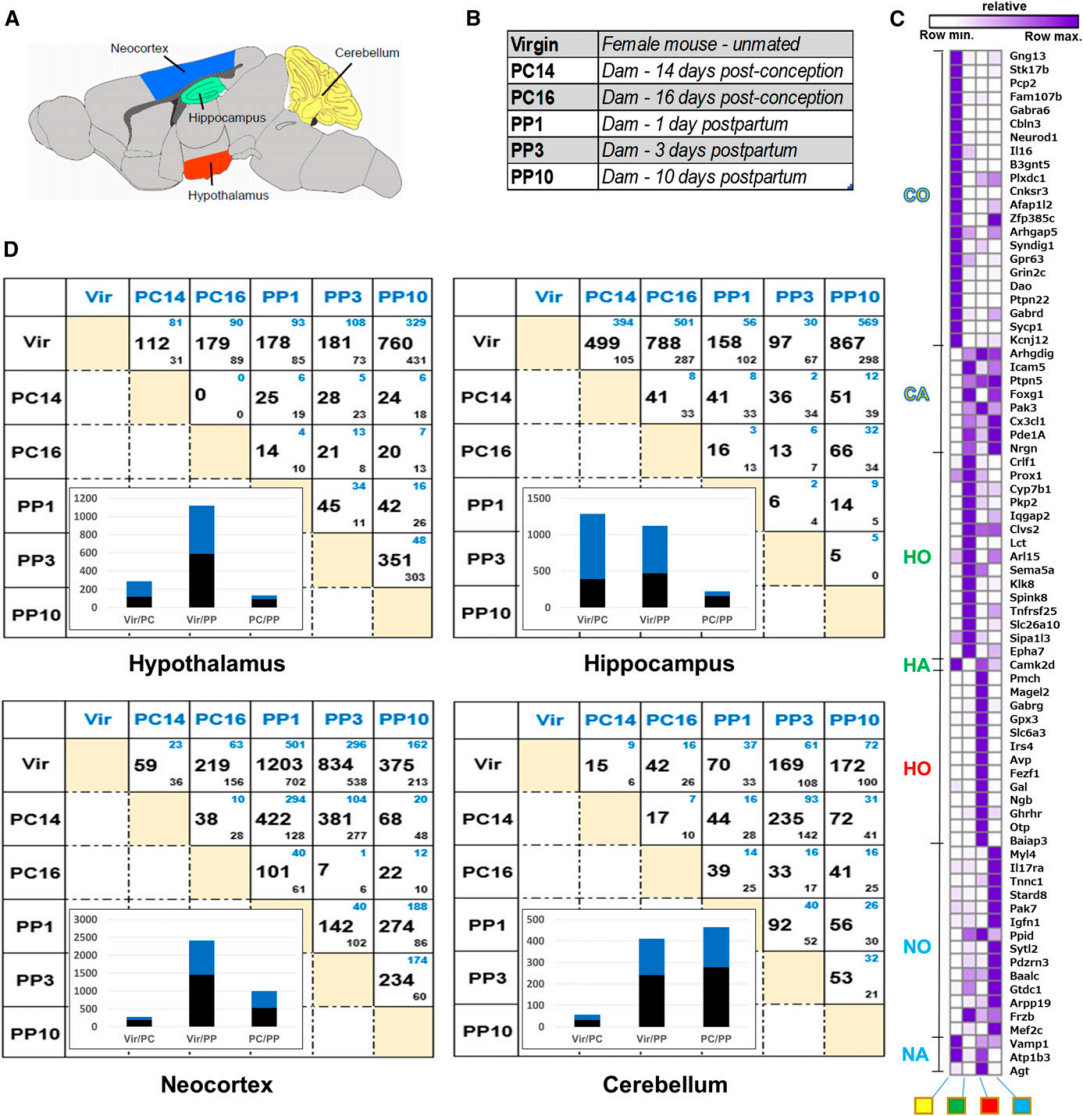
Transcriptome analyses of four regions of the mouse brain. (A) The four brain regions examined are: cerebellum (yellow); hippocampus (green); hypothalamus (red); and neocortex (blue). (B) Overview of the research design with six different stages examined: virgin females, two postconception (PC) stages, and three postpartum (PP) stages. (C) Hierarchical clustering of genes from literature survey and the Allen Brain Atlas data to check for region specificity of gene expression. The expected expression is indicated on the left of the cluster, as follows: cerebellum only (CO; yellow), cerebellum absent (CA; yellow), hippocampus only (HO; green), hippocampus absent (HA; green), hypothalamus only (HO; red), neocortex only (NO; blue), and neocortex absent (NA; blue). Columns are labeled at the bottom, from left to right: cerebellum (yellow square), hippocampus (green square), hypothalamus (red square), and neocortex (blue square). In the cluster, purple indicates row maximal expression, and white indicates row minimum expression. (D) Number of significant differentially expressed genes for each pairwise comparison (FDR corrected p value <0.05). Genes higher in the condition in blue (column labels) or black (row labels) are indicated by smaller blue and black numbers, respectively. Insets show the number of genes that are higher (blue) or lower (black) in virgin (Vir) and PC comparisons (Vir/PC), virgin and PP comparisons (Vir/PP), and PC and PP comparisons (PC/PP), respectively.

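RNA from the hypothalamus, hippocampus, neocortex and cerebellum of 18 female mice was sequenced, with 3 mice at each of 6 stages, which gives 72 libraries. The stages were virgin, PC14 and PC16 in pregnancy (14 and 16 days after the plug as the paper counts, 13 and 15 as the sample labels count) and PP1, PP3 and PP10, which are 1, 3 and 10 days after birth. Total counts per library were 10519208 to 14208864 (median 13060647) in the hypothalamus, 11537125 to 14022299 (median 13013022) in the hippocampus, 8875029 to 12303905 (median 11634560) in the neocortex and 9889747 to 13466100 (median 11538511) in the cerebellum. The authors trimmed the reads, aligned them to the mouse genome with TopHat and deposited a count for each gene and library. They also deposited FPKM values from Cufflinks, in which blank cells were read as 0. For each region, the counts of its 18 libraries were fitted together with edgeR's quasi-likelihood model and TMM scaling. Genes entered the fit with an FPKM of at least 1 in all 3 mice of at least 1 stage, which left 14385 genes in the hypothalamus, 13932 genes in the hippocampus, 13599 genes in the neocortex and 13817 genes in the cerebellum. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. In addition to the 15 pairs of stages, the mean of the 5 stages of pregnancy and nursing (15 libraries, called dams) was compared with the 3 virgins. A fold change is given on the log2 scale, positive where the dams or the later stage had more RNA. Library labels such as NP146 join the region (C, H, T or N for cerebellum, hippocampus, hypothalamus and neocortex), the stage (E or P for pregnancy and postpartum) and the mouse. The 4 regions of a mouse come from the same animal, and the 5 comparisons with virgins share the same 3 virgin libraries.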

Samples of mRNA from three biological replicates were examined. For each replicate, mRNA was derived from a single mouse brain, with each mouse brain being used to collect all four brain regions. All sequencing libraries were confirmed to be of high-quality using FastQC (Andrews 2010). In addition, spike-in control mRNAs at a large range of concentrations were added at the total RNA step of library preparation (Jiang *et al.* 2011), and the results showed that all library preparation steps were of high quality (Table S1). Gene expression levels are reported as normalized values that take into account gene length and RNA-seq library size (Fragments Per Kilobase of Exon Per Million Fragments Mapped; FPKM) (Trapnell *et al.* 2012) (Table S2, Table S3, Table S4, and Table S5 for FPKM values for each brain region). Significant differential gene expression was determined using the statistical package edgeR (FDR-adjusted p value <0.05 was used in all analyses) (Robinson *et al.* 2010) (Table S6, Table S7, Table S8, Table S9, Table S10, Table S11, Table S12, Table S13, Table S14, Table S15, Table S16, Table S17, Table S18, Table S19, and Table S20).

To test the accuracy of the dissections, we compiled a list of genes that had been reported to have region-specific expression or absence of expression and examined their expression values in our data sets (Figure 1C, Table S1, and Table S21) (Lein *et al.* 2007; Sandberg *et al.* 2000). 

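Genes listed as markers of a region had more RNA in that region than elsewhere. Pmch, which encodes the precursor of melanin-concentrating hormone, was at 188 ± 42.6 CPM in the hypothalamus (SD, n = 18) and 0.0324 to 0.157 CPM in the other 3 regions. Fibcd1, a marker of hippocampal field CA1, was at 39.8 ± 2.46 CPM in the hippocampus (SD, n = 18) and 0.224 to 1.78 CPM in the other 3 regions. Lamp5, a marker of some cortical neurons, was at 168 ± 15.6 CPM in the neocortex (SD, n = 18) and 1.64 to 21.4 CPM in the other 3 regions. Pcp2, a marker of Purkinje cells, was at 1001 ± 246 CPM in the cerebellum (SD, n = 18) and 1.67 to 1.92 CPM in the other 3 regions. All 17 hypothalamus markers, 12 hippocampus markers, 16 neocortex markers and 16 cerebellum markers tested were higher in their region than in the mean of the other 3, at an adjusted p under 0.05 from edgeR's quasi-likelihood test on all 72 libraries. The lists were written from general knowledge of these tissues and are not the paper's Table S21.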

Genes previously implicated as having region-specific expression largely show the expected patterns here. For example, genes previously demonstrated as having only expression in the cerebellum (CO; Figure 1C) have high expression in the cerebellum (purple in CO rows; Figure 1C) and low or an absence of expression in other brain regions. Taken together with similar analyses of all four brain regions, we provide evidence that the dissections were performed accurately (Figure 1C).

### Global analyses of gene expression changes

Our results indicate that there are extensive changes in gene expression in all regions of the brain examined (Figure 1D). 

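Genes were called between dams and virgins in every region, but in the cerebellum other labellings of the libraries gave as many. In the hypothalamus, 458 genes were higher in dams and 225 lower, 683 in all. In the hippocampus, 310 genes were higher in dams and 546 lower, 856 in all. In the neocortex, 405 genes were higher in dams and 547 lower, 952 in all. In the cerebellum, 1915 genes were higher in dams and 2155 lower, 4070 in all. The genes lower in dams included the early-response genes Fos, Junb and Nr4a1, which neurons switch on with activity, in all 4 regions. These are counts at an adjusted p under 0.05 from edgeR's quasi-likelihood test with 15 dams and 3 virgins. Leaving out 1 virgin library moved each count by over 1.5 times. The count in the hypothalamus was 168 without virgin mouse B and 276 without virgin mouse M. The count in the hippocampus was 101 without virgin mouse B and 175 without virgin mouse O. The count in the neocortex was 306 without virgin mouse O, 533 without virgin mouse M and 565 without virgin mouse B. The count in the cerebellum was 191 without virgin mouse B, 254 without virgin mouse M and 7470 without virgin mouse O. In the cerebellum it was 43 without virgin mice B and M (1 virgin library left). Of 40 labellings of the cerebellum libraries, the real one included, 3 gave as many genes as the real one, and the highest gave 4611. In each other region, only the real labelling gave as many, but in the neocortex another labelling gave 407. With no simulated change, this comparison called 482 genes in the cerebellum and 0 in each other region. The simulation drew each gene on its own, so it leaves out trends that many genes of a library share. From the comparisons between stages, the paper concludes that expression changes extensively in all regions examined, and it expects most of the differences to be due to pregnancy, birth and maternal experience, since the mice were matched in age, strain and housing.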

All females were closely age-matched, kept in the same environmental conditions, and were the same strain. Thus, we expect that a majority of gene expression differences observed here between virgin, pregnant, and postpartum females were due to the effects of pregnancy, parturition, and postpartum maternal experience. We refer to genes with higher expression in pregnant or nursing dams compared to virgins as induced (blue small number in top of boxes, Figure 1D), and those with lower expression as repressed (black small number in bottom of boxes, Figure 1D). In postconception (PC) *vs.* postpartum (PP) comparisons, genes with higher and lower expression in the PP stage are considered induced and repressed, respectively.

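Over the 15 pairs of stages, 6.86% of the genes in the fit changed in the hypothalamus (987 genes), 7.55% in the hippocampus, 18.0% in the neocortex (2442 genes) and 25.1% in the cerebellum (3463 genes). Together these are 6189 genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test in at least 1 pair. The hypothalamus count was 320 without virgin mouse B, 381 without TP1071, 404 without virgin mouse M and 476 without TP1052. The hippocampus count was 188 without virgin mouse B, 249 without virgin mouse O and 673 without HP1052. The neocortex count was 1494 without NP146 and 1573 without virgin mouse O. The cerebellum count was 144 without virgin mouse M, 209 without virgin mouse B, 2300 without CP353 and 8785 without virgin mouse O. Without virgin mice B and M together (1 virgin library left), 268 genes changed in the cerebellum.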

Examination of each pairwise comparison in our data sets (Figure 1D), as females progress from pregnancy to the postpartum period, shows that a large number of genes have expression differences, with each brain region examined having many differentially expressed genes: hypothalamus (1,043 genes; Table S24), hippocampus (1,243 genes; Table S23), neocortex (1,940 genes; Table S25), and cerebellum (606 genes; Table S22). Thus, the neocortex shows the most expression change and the cerebellum is the most stable. 

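By a test of any difference among the 6 stages, the neocortex had the most changed genes, 1179, against 226 in the hippocampus, 172 in the cerebellum and 140 in the hypothalamus. This is edgeR's quasi-likelihood F test on the 18 libraries of a region at an adjusted p under 0.05. By any pair of stages the cerebellum had the most, and most of its calls compared a stage with virgins. With edgeR's exact test on the 6 libraries of each pair, 2879 genes changed in the neocortex and 880 in the cerebellum. The 6-stage count in the hypothalamus was 30 (without virgin mouse M) to 188 (without virgin mouse O) with 1 library left out, past 1.5-fold in 9 of 18 cases. The 6-stage count in the hippocampus was 71 (without virgin mouse O) to 527 (without HP353) with 1 library left out, past 1.5-fold in 10 of 18 cases. The 6-stage count in the neocortex was 670 without NP146. The 6-stage count in the cerebellum was 19 (without virgin mouse M) to 6292 (without virgin mouse O) with 1 library left out, past 1.5-fold in 16 of 18 cases.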

The large number of induced and repressed genes suggests that the transition to motherhood involves repression of some active pathways and induction of new pathways.

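In the neocortex, PP1 and PP3 differed from virgins in more genes than the other stages, with 3 genes higher and 3 lower at PC14, 108 genes higher and 176 lower at PC16, 800 genes higher and 915 lower at PP1, 448 genes higher and 623 lower at PP3, and 130 genes higher and 143 lower at PP10. In the hypothalamus, 192 genes changed at PC14 (43 of them lower), 265 at PC16, 105 at PP1, 100 at PP3 and 857 at PP10, with more genes higher than lower at each stage. In the cerebellum, 21, 1479, 1239, 2086 and 2198 genes changed at PC14, PC16, PP1, PP3 and PP10, and 29, 47, 53, 39 and 35 without virgin mice B and M (1 virgin library left). Egr2, an early-response factor, fell by 3.16 on the log2 scale at PP3 in the neocortex (standard error 0.37, adjusted p = 5.2e-05 from edgeR's quasi-likelihood test), and Maml3, a coactivator of Notch signalling, rose there to 24.5 ± 3.13 CPM (SD, n = 3) from 11.2 ± 2.45 in virgins (adjusted p = 0.0013 from the same test). Npw (ENSMUSG00000071230), which encodes neuropeptide W, rose in the hypothalamus after birth, to 3.91 ± 0.400 CPM at PP10 (SD, n = 3, adjusted p = 2.0e-05 from the same test), with 151 counts at PP10 against 2 in virgins, a ratio of 74.8 with a 95% exact counting interval of 20.4 to 624, which covers counting error only. With TMM factors taken over all 72 libraries, the neocortex had more genes higher than lower at PP1 (965 higher and 807 lower) and PP10 (132 and 128). These are counts at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the difference between stages in the number of genes was not itself tested. With 1 library left out, the neocortex count ranged over 1 (without NE1464) to 21 (without NE1658) at PC14, 60 (without NE1654) to 364 (without NE1658) at PC16, 619 (without NP146) to 1810 (without NE1464) at PP1, 440 (without NP347) to 1170 (without NE1658) at PP3 and 69 (without NP1071) to 348 (without NE1658) at PP10. The hypothalamus count ranged over 38 (without virgin mouse M) to 276 (without virgin mouse O) at PC14, 52 (without TE1654) to 408 (without virgin mouse O) at PC16, 11 (without TP146) to 188 (without virgin mouse O) at PP1, 7 (without TP357) to 179 (without virgin mouse O) at PP3 and 150 (without TP1071) to 1068 (without virgin mouse O) at PP10. The cerebellum count ranged over 4 (without CE1464) to 6105 (without virgin mouse O) at PC14, 24 (without CE1655) to 6401 (without virgin mouse O) at PC16, 12 (without CP146) to 6280 (without virgin mouse O) at PP1, 82 (without virgin mouse M) to 6600 (without virgin mouse O) at PP3 and 78 (without virgin mouse M) to 6620 (without virgin mouse O) at PP10.

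**Figure D1:**
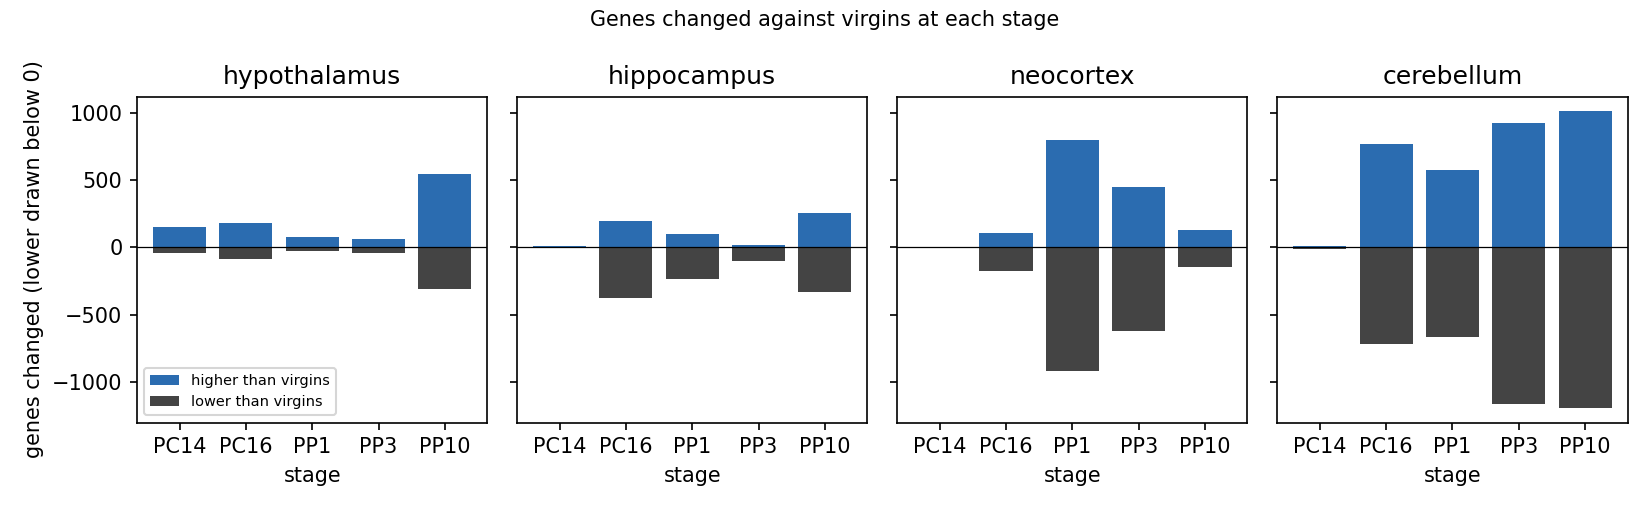
Genes changed against virgins at each stage in each region (x axis, stage; y axis, number of genes at an adjusted p under 0.05, those lower than virgins drawn below 0). In the neocortex the bars are longest at PP1, with 1715 genes, and in the hypothalamus at PP10, with 857.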

For the pairwise comparisons with virgin animals, there were generally more genes with differences in expression when compared to the PP stages than the PC stages (Figure 1D, histogram insets in lower left part of each box). One exception is the gene expression differences in the hippocampus, where both the virgin *vs.* PC and the virgin *vs.* PP comparisons show a large number of genes with expression differences. This suggests that the hippocampus is undergoing as many gene expression changes during pregnancy as during PP stages, whereas the cerebellum, hypothalamus, and neocortex have the most substantive changes compared to virgins during PP stages. It is clear from previous studies that there are cognitive changes throughout pregnancy that are mediated by the hippocampus, with improved cognition early in pregnancy, but during late pregnancy and early postpartum stages there was impaired spatial cognition (Galea *et al.* 2014); the gene expression data here may provide insight into those differences.

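Hippocampal Egr2 was lower than virgins at PC16, at -2.75 (standard error 0.34, adjusted p = 3.8e-04), and B4galnt3, a glycosyltransferase, was higher at PP10, at 4.03 (standard error 0.65, adjusted p = 0.0041), both as log2 fold changes from edgeR's quasi-likelihood test. In the hippocampus, 195 genes higher and 376 lower at PC16, 98 genes higher and 237 lower at PP1, 21 genes higher and 100 lower at PP3 and 252 genes higher and 332 lower at PP10 were called against virgins. PC14 gave 19 genes in the joint fit of 18 libraries (13 higher and 6 lower, or 15 and 11 with TMM factors taken over all 72 libraries). By edgeR's exact test on the 6 PC14 and virgin libraries alone it gave 603. Without HP156 and HP353, which had little choroid plexus RNA and were chosen after the values were seen, it gave 446. The virgin libraries were also low in it, with Ttr, a choroid plexus transcript, at 670, 1302 and 312 CPM in mice B, M and O. Every dam left in that fit had 2289 CPM or more. The count of 446 therefore cannot be told apart from a difference in choroid plexus content. With 1 library left out, the PC14 count was 1 (without any 1 of 5 libraries) to 1.5e+02, rounded to 2 digits (without virgin mouse M), and the counts ranged over 61 (without HE1654) to 840 (without virgin mouse M) at PC16, 91 (without virgin mouse B) to 544 (without virgin mouse M) at PP1, 19 (without HP357) to 443 (without HP353) at PP3 and 57 (without HP1052) to 887 (without HP353) at PP10.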

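Between stages of pregnancy and nursing, the neocortex had 894 genes changed in any pair of PC or PP stages, the hippocampus 44, the cerebellum 12 and the hypothalamus 11, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. These pairs compare no virgin library, and they include the pairs within PC and within PP stages. By the exact test of edgeR on the 6 libraries of each pair the numbers were 542 in the hypothalamus, 226 in the hippocampus, 1479 in the neocortex and 664 in the cerebellum. The hypothalamus count from the fit of 18 libraries was 6 without TP149, 7 without TE1467 and 32 without TE1464. The hippocampus count from the fit of 18 libraries was 13 (without HE1468) to 113 (without HP353) with 1 library left out, past 1.5-fold in 7 of 18 cases. The neocortex count from the fit of 18 libraries was 342 without NP146, 402 without NE1467 and 432 without NE1468. The cerebellum count from the fit of 18 libraries was 0 (without CE1468) to 203 (without virgin mouse O) with 1 library left out, past 1.5-fold in 15 of 18 cases.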

Interestingly, when we compare expression differences between PC and PP stages in each brain region, we see the largest number of differentially expressed genes in the cerebellum, whereas the other brain regions have the largest differences in the virgin comparisons *vs.* PC or PP stages. This suggests that, in the hippocampus, hypothalamus, and neocortex, many of the changes in gene expression arise during pregnancy and persist during PP stages, whereas in the cerebellum the genes that change expression during PC stages are different than those for the PP stages.

To determine which brain regions are most similar with respect to genes with significant expression changes, we made a correlation cluster using the data from the 3737 genes that had an expression change in any pairwise comparison (Figure 2). As expected, the data from within each brain region show the highest correlation across time points. 

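Within a region, the mean FPKM values of the stages were closely correlated across genes. Pearson's r across the 6189 genes changed in any pair averaged 0.998 in the hypothalamus (lowest 0.997), 0.999 in the hippocampus (lowest 0.998), 0.998 in the neocortex (lowest 0.997) and 0.996 in the cerebellum (lowest 0.990). The highest r between stages of different regions was 0.990. These correlations are across genes, which are not independent replicates.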

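The hippocampus and neocortex had the most similar expression, with a mean Pearson r of 0.989 ± 0.00145. Each r is the mean over stages of Pearson's r between the regions' stage mean FPKM across genes. The value after ± is the SD over 18 mice of r computed within each mouse. The hypothalamus had r of 0.934 ± 0.00818 with the hippocampus, 0.927 ± 0.00687 with the neocortex and 0.929 ± 0.00978 with the cerebellum. The cerebellum had r of 0.957 ± 0.00443 with the hippocampus and 0.959 ± 0.00397 with the neocortex. On the scale of log2(FPKM + 1), the cerebellum instead had the lowest values, 0.862 with the neocortex, 0.871 with the hippocampus and 0.869 with the hypothalamus, and the hypothalamus had 0.918 with the hippocampus and 0.902 with the neocortex. These correlations are across the genes changed in any pair.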

Across brain regions, the neocortex and hippocampus show the highest correlation in gene expression levels, whereas the data from the hypothalamus is the least correlated with the other brain regions. These results fit well with the fact that both the hippocampus and neocortex have roles in memory, learning, and cognition, and with the unique role of the hypothalamus in hormone production and regulation of progression through reproductive stages.

**Figure 2:**
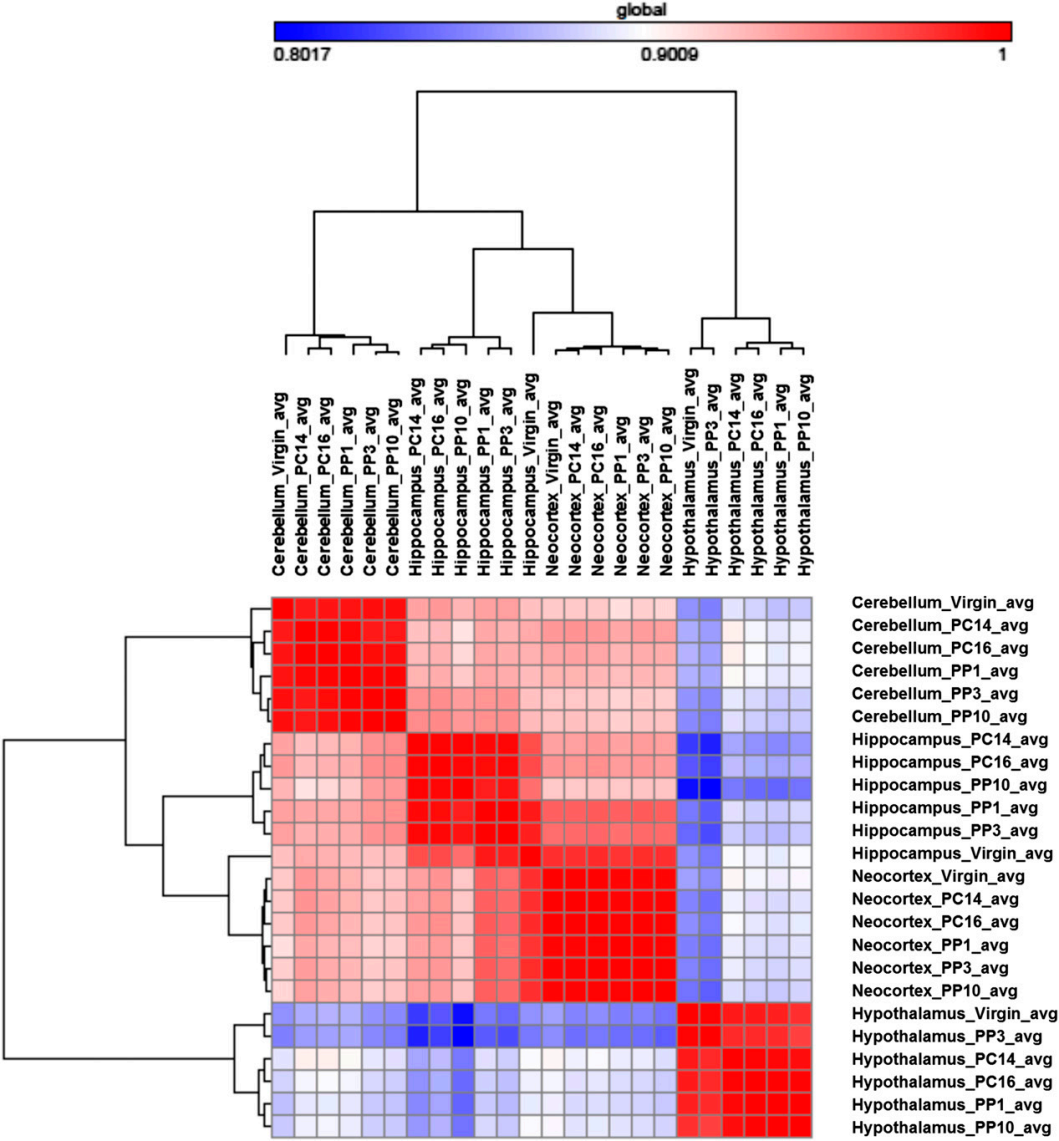
Heat map of sample distance and similarity matrix. The set of 3737 genes that showed differential expression in at least one pairwise comparison was used for this analysis. For each gene, the averaged FPKM (Fragments Per Kilobase of Exon Per Million Fragments Mapped) values were used to generate the similarity of expression plot between time points and across brain regions. The hierarchical cluster and the similarity matrix were generated by GENE-E, using the “one minus Pearson correlation coefficient” metric, with the average linkage method (http://www.broadinstitute.org/cancer/software/GENE-E/).

### Similarities and differences in gene expression changes across the four brain regions

To determine if the four brain regions examined have unique gene expression differences, we examined the overlap of genes with differential expression across the four brain regions (Figure 3). We first examined all the genes that had differential expression in any time point comparison (Figure 3A), as described above (Figure 1D). 

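Among genes changed in any pair of stages, 35 changed in all 4 regions. They included the early-response genes Fos, Junb and Nr4a1, the clock genes Per1 and Dbp, and Vegfa, which encodes a growth factor for vessels. Changed in a single region were 457 genes in the hypothalamus, 481 genes in the hippocampus, 1360 genes in the neocortex and 2410 genes in the cerebellum. These calls are at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With edgeR's exact test on the 6 libraries of each pair, 67 genes changed in all 4 regions and 388 in the cerebellum alone. With all libraries of 1 mouse left out, the number in all 4 regions was 7 (without virgin mouse M) to 33 (without the PC14 mouse of library CE1464). A gene called in 1 region and missed in another is not shown to differ between them.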

We find that only 49 genes have differential expression in all four brain regions (Table S26), whereas 293 (cerebellum), 577 (hypothalamus), 698 (hippocampus), and 1318 (neocortex) genes are differentially expressed in only one brain region.

**Figure 3:**
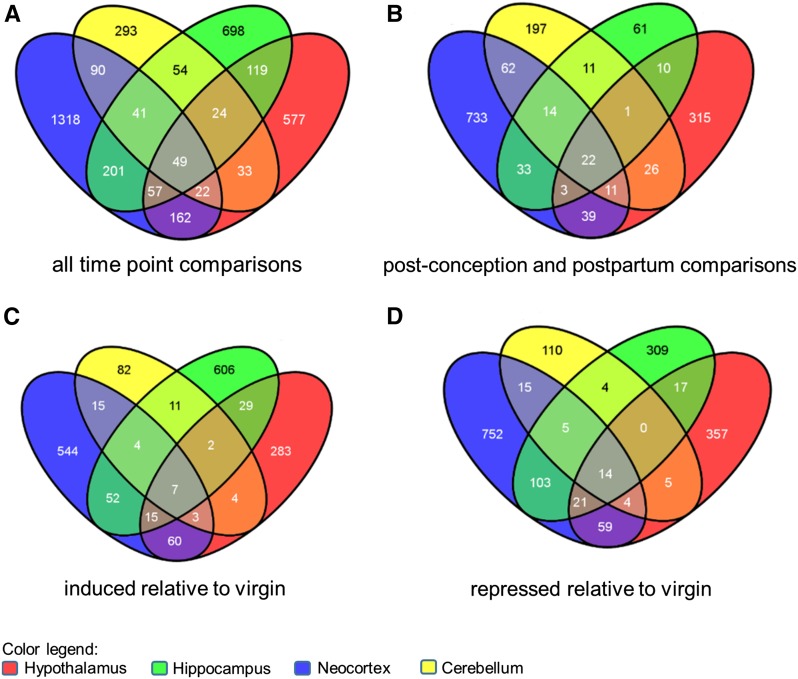
Brain regions have distinct and overlapping sets of differentially expressed genes. Venn diagrams illustrating the overlap of differentially expressed genes across the cerebellum (yellow), hippocampus (green), hypothalamus (red), and neocortex (blue) data sets. The diagrams were made using the online tool Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html). (A) A gene is included in this analysis if it was differentially expressed in any pairwise comparison. (B) A gene is included in this analysis if it was differentially expressed between or within any PC and PP time points. (C) A gene is included in this analysis if it was induced relative to virgin gene expression in a PC or PP time point. (D) A gene is included in this analysis if it was repressed relative to virgin gene expression in a PC or PP time point.

To understand the gene expression differences during pregnancy and the postpartum period, we also identified the genes with differences between any PP and PC time point, and determined the overlap (Figure 3B). 

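Among pairs of PC and PP stages, 1 gene changed in all 4 regions, Aqp4, which encodes the water channel of astrocytes. The calls are at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With edgeR's exact test on the 6 libraries of each pair, 25 genes changed in all 4 regions. The number was 0 when the libraries of 10 of the 18 mice were left out, 1 mouse at a time. Aqp4 was chosen for naming after its values were seen.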

Here we find that 22 of the 49 genes are differentially expressed in all brain regions (Table S26). Fewer genes are differentially expressed in each brain region than when the virgin comparisons were also included (Figure 3A), though generally there are fewer genes with differential expression in these comparisons (see insets in Figure 1D).

Finally, if we limit our analyses to genes that are either induced (Figure 3C) or repressed (Figure 3D) relative to virgins, we find only seven and 14 genes, respectively, that are differentially expressed in all four brain regions (Table S26). 

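Higher than virgins in all 4 regions were 2 genes, Smox, which encodes spermine oxidase, and Fgfr3, a growth factor receptor of astrocytes. Lower in all 4 regions were 15 genes. These were the early-response genes Fos, Junb, Egr4, Nr4a1, Nr4a3, Btg2, Dusp1 and Sik1, the clock genes Per1 and Dbp, the cold-inducible Rbm3, and Ddit4, F3, Cdc42ep4 and Tob2. A gene is counted where it was called at 1 or more stages in each region, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With edgeR's exact test on the 6 libraries of each pair, 9 genes were higher and 15 lower in all 4 regions. With all libraries of 1 mouse left out, the numbers were 0 (without virgin mouse B) to 6 (without the PC16 mouse of library CE1658) for higher and 6 (without virgin mouse M) to 15 (without the PC14 mouse of library CE1464) for lower. Smox and the genes of the lower set that the paper does not name were chosen for naming after their values were seen.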

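The hemoglobin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2, and Alas2, whose enzyme starts heme synthesis, had more RNA in dams than virgins in each region, with a large spread between mice. Hbb-bs (ENSMUSG00000052305) was at 51.2 ± 8.04 CPM in virgins (SD, n = 3) and 136 ± 70.9 CPM in dams (SD, n = 15) in the neocortex. Its log2 fold change from edgeR's quasi-likelihood test was 1.35 (standard error 0.35, adjusted p = 0.022) in the neocortex and 1.21 (standard error 0.31, adjusted p = 0.029) in the hippocampus. It missed the threshold in the hypothalamus, at 1.34 (standard error 0.43, adjusted p = 0.086), and in the cerebellum, at 0.75 (standard error 0.33, adjusted p = 0.095), from the same test. Alas2 had log2 fold changes of 1.33 in the hypothalamus, 1.18 in the hippocampus, 1.57 in the neocortex and 0.85 in the cerebellum, with adjusted p of 0.12, 0.11, 0.063 and 0.059 from the same test. By stage, Hbb-bs (2.30) and Alas2 (2.40) passed the threshold at PC14 in the hypothalamus, and no hemoglobin gene passed it at any stage in the cerebellum. Hbb-bs missed the threshold in the neocortex at 1.24 with limma's voom, 1.27 without virgin mouse B, 1.30 without virgin mouse M and 1.48 without virgin mouse O, and in the hippocampus at 1.15 with limma's voom, 1.09 without virgin mouse B, 1.24 without virgin mouse M and 1.31 without virgin mouse O. It passed it in the hypothalamus at 1.34 with no expression filter and 1.42 without TE1654, and in the cerebellum at 0.73 with no expression filter. Alas2 passed it in the neocortex at 1.57 with no expression filter, 1.62 without NE1464, 1.64 without NE1655 and 1.66 without NP357, in the hippocampus at 1.18 with no expression filter and 1.26 without HE1654, and in the cerebellum at 0.86 with DESeq2's Wald test, 0.83 with no expression filter, 0.89 without CE1464, 0.91 without CE1654 and 0.91 without CP357. The copies Hba-a1 and Hba-a2, and likewise Hbb-bs and Hbb-bt, share reads, so their separate values are uncertain.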

The seven genes that are induced includes four hemoglobin genes (*Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2*), and *aminolevulinic acid synthase 2* (*Alas2*)—the first enzyme in heme biosynthesis (Ponka 1999). This suggest that one commonality across all brain regions is a need for more hemoglobin, and perhaps an increase in blood flow or angiogenesis during PC and PP stages, relative to virgins, though we interpret this result with caution given that the brains were not perfused before tissue collection.

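Of a list of erythroid genes, those higher in dams were 0 of 8 in the hypothalamus (5 adjusted over the list alone), 3 of 8 in the hippocampus (5 adjusted over the list alone), 4 of 8 in the neocortex (5 adjusted over the list alone) and 1 of 8 in the cerebellum (5 adjusted over the list alone). Median log2 fold changes of the list were 1.2 in the hypothalamus, 1.15 in the hippocampus, 1.32 in the neocortex and 0.74 in the cerebellum. Of a list of angiogenesis genes, those higher were 2 of 17 in the hypothalamus (2 adjusted over the list alone), 3 of 17 in the hippocampus (5 adjusted over the list alone), 0 of 15 in the neocortex (0 adjusted over the list alone) and 5 of 17 in the cerebellum (5 adjusted over the list alone), with medians of 0.19 in the hypothalamus, 0.07 in the hippocampus, 0.03 in the neocortex and 0.10 in the cerebellum. Of endothelial markers, those higher were 1 of 15 in the hypothalamus (2 adjusted over the list alone), 0 of 15 in the hippocampus (2 adjusted over the list alone), 0 of 15 in the neocortex (0 adjusted over the list alone) and 0 of 15 in the cerebellum (0 adjusted over the list alone). Lower in dams were 2 angiogenesis genes and 3 endothelial markers in the cerebellum and 0 of either list elsewhere. With 1 library left out, the lower angiogenesis genes in the cerebellum were 0 without virgin mouse B, 0 without virgin mouse M and 4 without virgin mouse O, and the lower endothelial markers 0 without virgin mouse B, 0 without virgin mouse M and 8 without virgin mouse O. Without virgin mice B and M (1 virgin library left), the cerebellum had 1 angiogenesis genes higher and 0 lower, and 1 endothelial markers higher and 0 lower. For the counts of 0, the numbers at an unadjusted p under 0.05 were 5 erythroid genes in the hypothalamus, 1 angiogenesis genes in the neocortex, and 5, 1 and 0 endothelial markers in the hippocampus, neocortex and cerebellum, and DESeq2's Wald test and limma's voom also called 0 for each. These are calls at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The erythroid hypothalamus count was 1 without TE1654. The erythroid hippocampus count was 0 without virgin mouse B, 0 without virgin mouse O, 1 without virgin mouse M and 5 without HE1654. The erythroid neocortex count was 0 without virgin mouse B, 0 without virgin mouse M and 0 without virgin mouse O. The erythroid cerebellum count was 0 (without virgin mouse B) to 3 (without CE1654) with 1 library left out, past 1.5-fold in 5 of 18 cases. The angiogenesis hypothalamus count was 0 without virgin mouse B and 1 without virgin mouse M. The angiogenesis hippocampus count was 0 without virgin mouse O, 0 without virgin mouse B, 5 without HP1071 and 5 without HP353. The angiogenesis cerebellum count was 0 without virgin mouse B and 0 without virgin mouse M. The endothelial hypothalamus count was 0 (without TP146) to 2 (without TE1464) with 1 library left out, past 1.5-fold in 10 of 18 cases. The endothelial hippocampus count was 1 without HP1071 and 2 without HP353. The endothelial neocortex count was 1 without NE1464, 1 without NE1658, 1 without NP353 and 1 without virgin mouse B. Red cell RNA in vessels cannot be separated from RNA made in the tissue in these libraries. From the higher hemoglobin RNA the paper proposes a need for more hemoglobin across regions and perhaps more blood flow or angiogenesis, and it interprets this with caution because the brains were not perfused.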

The 14 genes that are repressed include eight that are annotated with the GO term positive regulation of transcription from RNA polymerase II promoter. This includes members of the “early-response genes” including activating protein complex 1 (AP-1); encoded by *FBJ osteosarcoma oncogene* (*Fos*) and *JunB*, and two nuclear receptor superfamily members (*Nr4a1* and *Nr4a3*) (reviewed in West and Greenberg 2011); previous studies have shown that *fosB* mutant mice have a defect in maternal nurturing behaviors (Brown *et al.* 1996). Additionally, we found that two transcription factors that underlie aspects of circadian biology, *Per1* and *D site albumin promoter binding protein* (*DBP*), are repressed. 

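Fos, Junb, Nr4a1 and Nr4a3, early-response genes that neurons switch on within minutes of activity, were lower in dams than virgins in all 4 regions. Fos (ENSMUSG00000021250), on chromosome 12 of GRCm38 from 85473890 to 85477273, encodes a subunit of AP-1. It was at 122 ± 13.3 CPM in virgins (SD, n = 3) and 42.9 ± 25.3 CPM in dams (SD, n = 15) in the neocortex. Fos fell by 1.38 in the hypothalamus, 1.61 in the hippocampus, 1.65 in the neocortex and 1.97 in the cerebellum on the log2 scale, with standard errors of 0.23, 0.21, 0.24 and 0.28 and adjusted p of 0.0031, 3.8e-04, 2.2e-04 and 8.3e-04 from edgeR's quasi-likelihood test. Junb, another AP-1 subunit, fell by 1.01 in the hypothalamus, 0.93 in the hippocampus, 1.52 in the neocortex and 0.56 in the cerebellum. The nuclear receptor Nr4a1 fell by 1.02 in the hypothalamus, 0.96 in the hippocampus, 1.38 in the neocortex and 1.14 in the cerebellum, and Nr4a3 fell by 0.80 in the hypothalamus, 0.28 in the hippocampus, 0.86 in the neocortex and 1.30 in the cerebellum, all at adjusted p under 0.05 from the same test. Of a list of early-response genes, 16 of 41 in the hypothalamus (25 adjusted over the list alone), 29 of 44 in the hippocampus (31 adjusted over the list alone), 30 of 44 in the neocortex (33 adjusted over the list alone) and 23 of 40 in the cerebellum (26 adjusted over the list alone) were lower. Early-response genes higher in dams were 2 in the hypothalamus, 0 in the hippocampus, 1 in the neocortex and 1 in the cerebellum. The list test gave 2.9e-11 in the hypothalamus, 3.2e-19 in the hippocampus, 2.0e-18 in the neocortex and 8.3e-08 in the cerebellum as adjusted p from camera, and adjusted p = 0.28, 0.12, 0.30 and 0.30 with an estimated correlation. The hippocampus count was 15 without virgin mouse B and 17 without virgin mouse O. The cerebellum count was 14 without virgin mouse B and 14 without virgin mouse M. Without virgin mice B and M (1 virgin library left) the cerebellum count was 8, and Junb was at -0.47 and missed the threshold. Nr4a3 missed it in the hypothalamus at -0.59 without virgin mouse O and -0.75 without TE1464, TE1654, TP146 and TP1071, in the hippocampus at -0.24 without virgin mouse B and -0.23 without virgin mouse O, and in the neocortex at -0.76 without virgin mouse O.

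**Figure D2:**
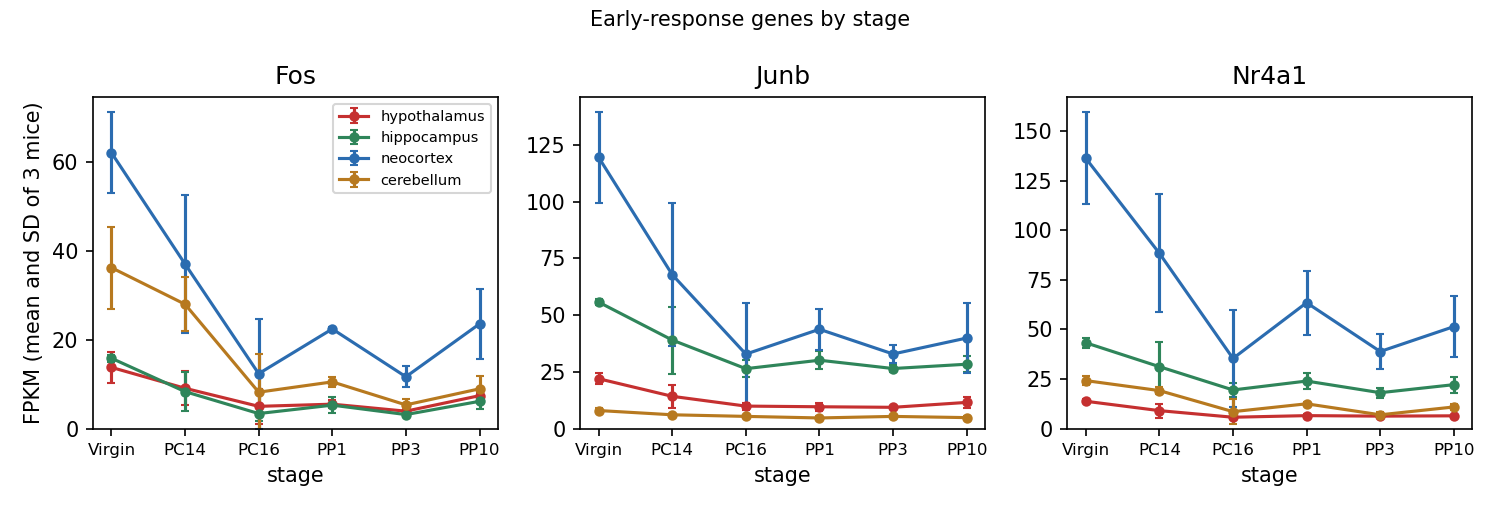
FPKM of Fos, Junb and Nr4a1 by stage (x axis) in each region (lines), as mean and SD of 3 mice. In the neocortex Fos was at 62.0 ± 9.08 FPKM in virgins and 22.4 ± 0.373 at PP1.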

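Per1 (ENSMUSG00000020893), a clock repressor, was lower in dams, with log2 fold changes of -0.37 (standard error 0.08, adjusted p = 0.014) in the hypothalamus, -0.36 (standard error 0.07, adjusted p = 0.0070) in the hippocampus, -0.81 (standard error 0.14, adjusted p = 0.0010) in the neocortex and -0.51 (standard error 0.15, adjusted p = 0.018) in the cerebellum from edgeR's quasi-likelihood test. Dbp (ENSMUSG00000059824), a clock output factor, fell by 0.64 in the hypothalamus, 0.37 in the hippocampus, 0.50 in the neocortex and 0.93 in the cerebellum on the log2 scale, and the hippocampus value missed the threshold (adjusted p = 0.052 from the same test). Of a list of clock genes, 4 of 20 in the hypothalamus (8 adjusted over the list alone), 2 of 20 in the hippocampus (4 adjusted over the list alone), 5 of 19 in the neocortex (7 adjusted over the list alone) and 5 of 20 in the cerebellum (5 adjusted over the list alone) were lower. Clock genes higher in dams were 1 in the hypothalamus, 0 in the hippocampus, 1 in the neocortex and 4 in the cerebellum, and the list had median log2 fold changes of -0.12, -0.08, -0.05 and 0.12. With 1 library left out, those higher in the cerebellum were 0 without virgin mouse B, 0 without virgin mouse M and 9 without virgin mouse O. Without virgin mice B and M (1 virgin library left), 1 was lower and 0 higher in the cerebellum, with a median of -0.05. Per1 missed the threshold in the hypothalamus at -0.37 without virgin mouse M, -0.28 without virgin mouse O and -0.37 without TE1464, TE1654, TP146 and TP1071, in the hippocampus at -0.25 without virgin mouse O, and in the cerebellum at -0.51 with limma's voom, -0.60 without virgin mouse B, -0.59 without virgin mouse M, -0.34 without virgin mouse O and -0.81 without virgin mice B and M. Dbp missed it in the neocortex at -0.39 without virgin mouse M and -0.42 without virgin mouse O and in the cerebellum at -0.78 without virgin mice B and M, and passed it in the hippocampus at -0.38 with TMM over 72 libraries, -0.37 with no expression filter, -0.38 without HP353, -0.61 without virgin mouse B and -0.38 without HP156 and HP353. The clock-list hypothalamus count was 1 without virgin mouse M, 2 without virgin mouse O and 7 without virgin mouse B. The clock-list hippocampus count was 1 without virgin mouse O and 4 without HP353. The clock-list neocortex count was 3 without virgin mouse O. The clock-list cerebellum count was 3 without virgin mouse B and 3 without virgin mouse M. The hour of tissue collection is not given in the sample labels or the paper's text.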

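Genes among those with the largest changes between dams and virgins are given by region, on the log2 scale. In the hypothalamus, Kcnab3, a subunit of potassium channels, changed by 1.27 (standard error 0.21, adjusted p = 0.0027), and Otx1, a homeobox factor, by 0.92 (standard error 0.14, adjusted p = 0.0018), from edgeR's quasi-likelihood test. Pomc, the precursor of melanocortins and beta-endorphin, was lower there at -0.97 (standard error 0.16, adjusted p = 0.0031) from the same test, and missed the threshold without virgin mouse B (-0.62). In the hippocampus, Plin4, a lipid droplet protein, was higher at 1.40 (standard error 0.24, adjusted p = 0.0028), and Npas4, an activity-dependent factor, lower at -1.40 (standard error 0.18, adjusted p = 3.2e-04) from the same test. In the neocortex, Rab37, a small GTPase of secretion, was higher at 0.83 (standard error 0.16, adjusted p = 0.0037) and Sox18, an endothelial factor, at 0.56 (standard error 0.09, adjusted p = 0.0012), while Btg2, an antiproliferative early-response gene, was lower at -1.57 (standard error 0.16, adjusted p = 6.0e-06) and Arc, a synaptic plasticity gene, at -1.56 (standard error 0.26, adjusted p = 9.3e-04) from the same test. In the cerebellum, Slc24a4, a sodium-calcium exchanger, was higher at 1.15 (standard error 0.19, adjusted p = 0.0019), and Apold1, an endothelial early-response gene, lower at -1.41 (standard error 0.18, adjusted p = 5.6e-04) from the same test. Slc24a4 missed the threshold at 1.14 with limma's voom and 1.40 without virgin mice B and M (1 virgin library left). Whether the difference of dams from virgins varies among regions was tested for each gene on all 72 libraries with edgeR's quasi-likelihood interaction test, and 5610 of 15348 genes passed, or 795 without the cerebellum libraries of virgin mice B and M.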

Taken together, each brain region has a unique gene expression signature during the peripartum period, but also several overlapping genes.

### Similarities and differences in gene expression changes within each of the four brain regions

To determine if each time point examined has a unique gene expression response within each brain region, we determined for each brain region the overlap of differentially expressed genes among the five time points, each compared to virgins. For each brain region examined, each time point had a unique molecular signature (Figure 4). 

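In the hypothalamus, hippocampus and neocortex, most genes changed against virgins at a single stage. In the hypothalamus, 67.3% of the 624 genes higher than virgins and 76.6% of the 363 lower were called at 1 stage only. In the hippocampus, 74.8% of the 436 genes higher than virgins and 57.1% of the 608 lower were called at 1 stage only. In the neocortex, 69.1% of the 1042 genes higher than virgins and 62.9% of the 1207 lower were called at 1 stage only. In the cerebellum, 45.5% of the 1639 genes higher than virgins and 41.5% of the 1822 lower were called at 1 stage only. The calls are at an adjusted p under 0.05 from edgeR's quasi-likelihood test. A gene called at 1 stage and missed at another is not shown to differ between them, since that difference was not tested.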

For the hypothalamus and cerebellum, later time points had progressively more unique differentially expressed genes than earlier time points (Figure 4, A and D). 

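In the hypothalamus, 31 genes higher and 6 lower than virgins were called only at PC14. The numbers were 18 and 17 at PC16, 5 and 5 at PP1, 1 and 14 at PP3, and 365 and 236 at PP10. In the cerebellum, genes called only at PC14 were 0 higher and 0 lower, and the numbers were 179 and 138 at PC16, 61 and 92 at PP1, 211 and 244 at PP3, and 294 and 282 at PP10. The cerebellum libraries of virgin mice B and M, which stand apart from the other 16, enter each of these comparisons.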

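In the hippocampus, 108 genes higher and 162 lower than virgins were called only at PC16, 161 and 120 only at PP10, 52 and 58 only at PP1, and 4 and 7 only at PP3. In the neocortex, 505 genes higher and 509 lower were called only at PP1, 164 and 203 only at PP3, and 27 and 34 only at PP10.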

The hippocampus has the most unique gene expression differences at the PC16 and PP10 time points, whereas in the neocortex the most unique differences are observed at PP1 and PP3. 

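In the hypothalamus, 142 genes were higher than virgins at both PC16 and PP10, and 51 at both PP3 and PP10. In the neocortex, 378 genes were lower at both PP1 and PP3, and 3 at both PC14 and PC16, which are all the genes called lower at PC14. The lists differ in size between stages, so these counts do not rank the pairs of stages by similarity. Every stage is compared with the same 3 virgins, which by itself lets stages share calls.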

Interestingly, time points that are closer together do not necessarily have more genes with differential expression in common.

**Figure 4:**
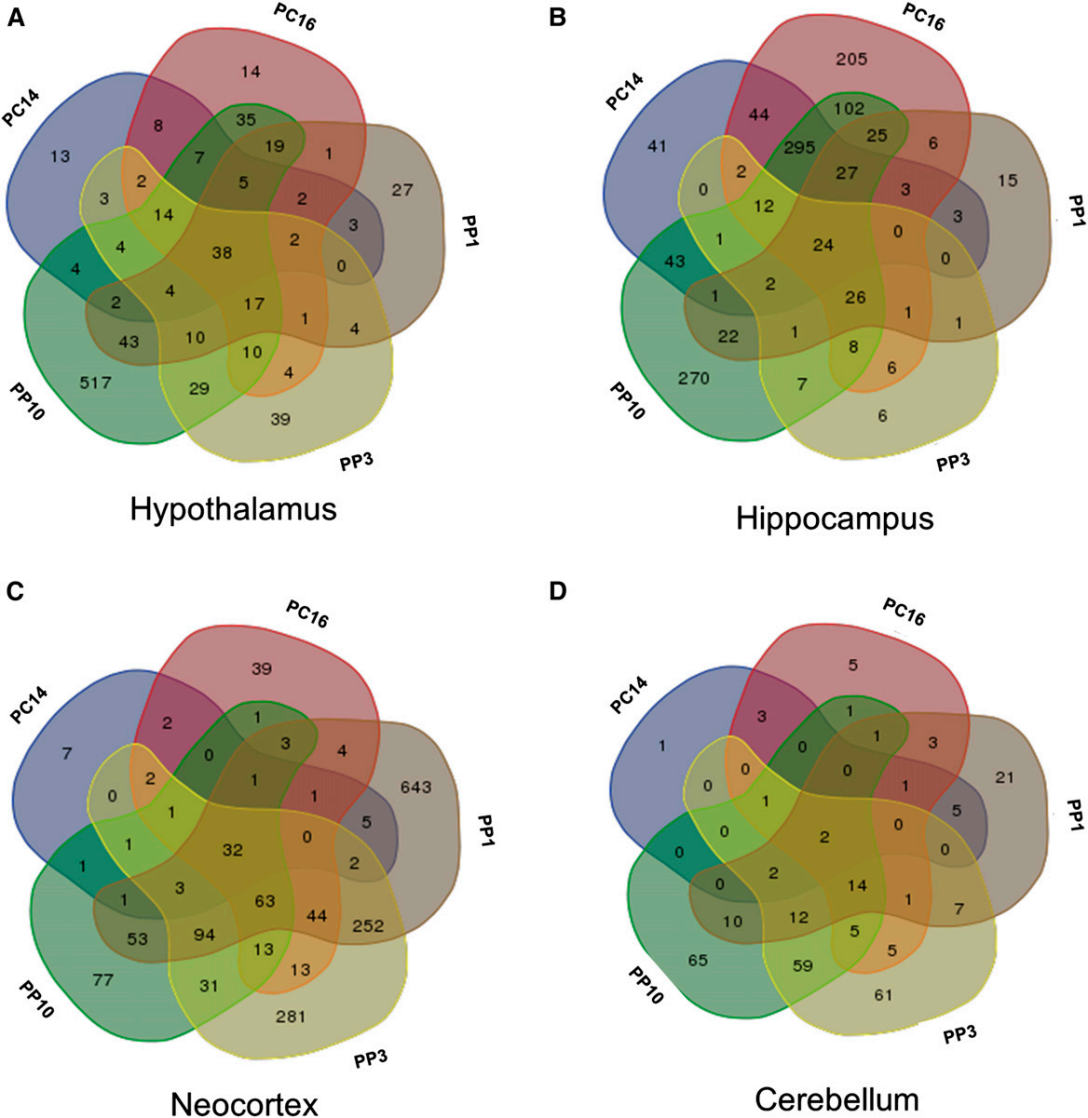
Time points have distinct and overlapping sets of differentially expressed genes. Overlap of the differentially expressed genes in each virgin pairwise comparison to PC and PP stages in the (A) hypothalamus, (B) hippocampus, (C) neocortex, and (D) cerebellum. The Venn diagram was made using an online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

We also examined similarities and differences in gene expression compared to virgins, across the four brain regions at each time point. We found that each brain region has a unique molecular response at each time point comparison examined, with the hippocampus and neocortex having the most genes with expression differences in common (Figure S1).

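Among genes with a symbol, the hippocampus and neocortex shared 56 genes changed against virgins at PC16, 118 at PP1, 56 at PP3 and 48 at PP10. Of these, 53, 113, 53 and 46 went the same way in both regions. The neocortex and cerebellum shared 161 at PP1 and 195 at PP3, of which 110 and 100 went the same way. The hippocampus and cerebellum shared 92 at PC16, of which 33 went the same way. Calls are at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the cerebellum libraries of virgin mice B and M, which stand apart from the other 16, enter its calls.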

### Patterns of expression for genes with differential expression in all brain regions

We performed K-means clustering and visualization to determine if the 49 genes with differential expression in all four brain regions had similarities in expression (Figure 3A; highlighted in gray), with nine nodes as the optimum number. While the genes within a node show the same trends of mRNA fluctuation, for a given gene, each brain region is unique with respect to abundance. For example, in cluster nine, the hemoglobin genes, *Hbb* and *Hba*, have the same trends in terms of peak and trough expression, but the cerebellum generally has higher expression than the other brain regions across time points (Figure 5, Figure S2, and Figure S3). Similarly, genes in cluster 8 have higher expression in the cerebellum, but genes in clusters five, six, and seven tend to have higher expression in the hippocampus and neocortex. Thus, while the overall trends or patterns are similar across brain region, for each gene within a cluster, the overall abundance within each brain region is different.

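Over all 18 mice, Hbb-bs was at 199 ± 117 FPKM in the cerebellum (SD, n = 18), 142 ± 85.3 in the neocortex, 140.1 ± 101 in the hypothalamus and 123 ± 67.3 in the hippocampus. Its RNA was higher in the cerebellum than in the mean of the other 3 regions, by 0.53 on the log2 scale (adjusted p = 0.0018 from edgeR's quasi-likelihood test on 72 libraries). Each mouse gave all 4 regions, and with the mouse as a block the same test gave 0.53 (adjusted p = 1.5e-10). Without the cerebellum libraries of virgin mice B and M (1 virgin library left), it gave 0.50 (adjusted p = 0.0090).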

**Figure 5:**
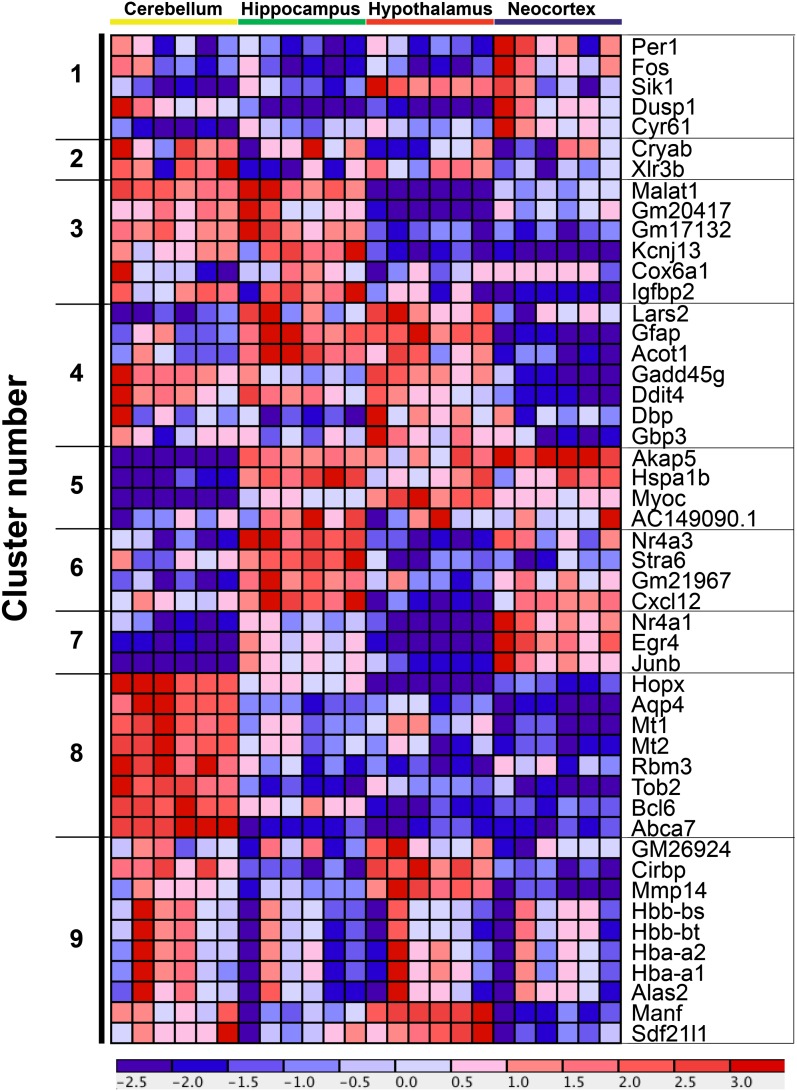
Expression pattern for the 49 genes that are differentially expressed in all four brain regions. Expression profile of the 49 genes found to have differential expression in all four brain regions (see Figure 3A). K-means clustering was performed by rows (the rows are the 49 genes indicated on the right of clustergram), resulting in 9 nodes of the cluster (indicated on the left of clustergram). The algorithm used row normalization and the Euclidean distance metric. The output is visualized with a cluster with red indicating high expression and blue indicating low expression.

Given that these 49 genes are differentially expressed in all brain regions, they represent a high confidence set, in terms of changing expression during PC and PP stages. We determined if homologs of the genes in this set have been previously implicated in underlying mental health disorders, especially depression, and provide annotation on what is known (Table S27). Overall, 21/49 have previously been implicated in underlying depression or other mental health disorders.

### Phenotype pathway, KEGG pathway, and GO enrichments

We next determined for each brain region if the large numbers of genes that are induced or repressed at any time point relative to virgins (see Figure 1), are enriched with genes with phenotype ontologies, genes in KEGG pathways (Kanehisa and Goto 2000), or with GO terms, as assessed using the online portal WebGestalt (Zhang *et al.* 2005). First we looked for phenotype ontology enrichments that are prevalent across all brain regions (Figure 6); here we only show the phenotype ontologies that are significant in at least three analyses (Benjamini-Hochberg FDR corrected p value of <0.05), but the full data set is provided, with many additional interesting pathways to further study (Table S28).

**Figure 6:**
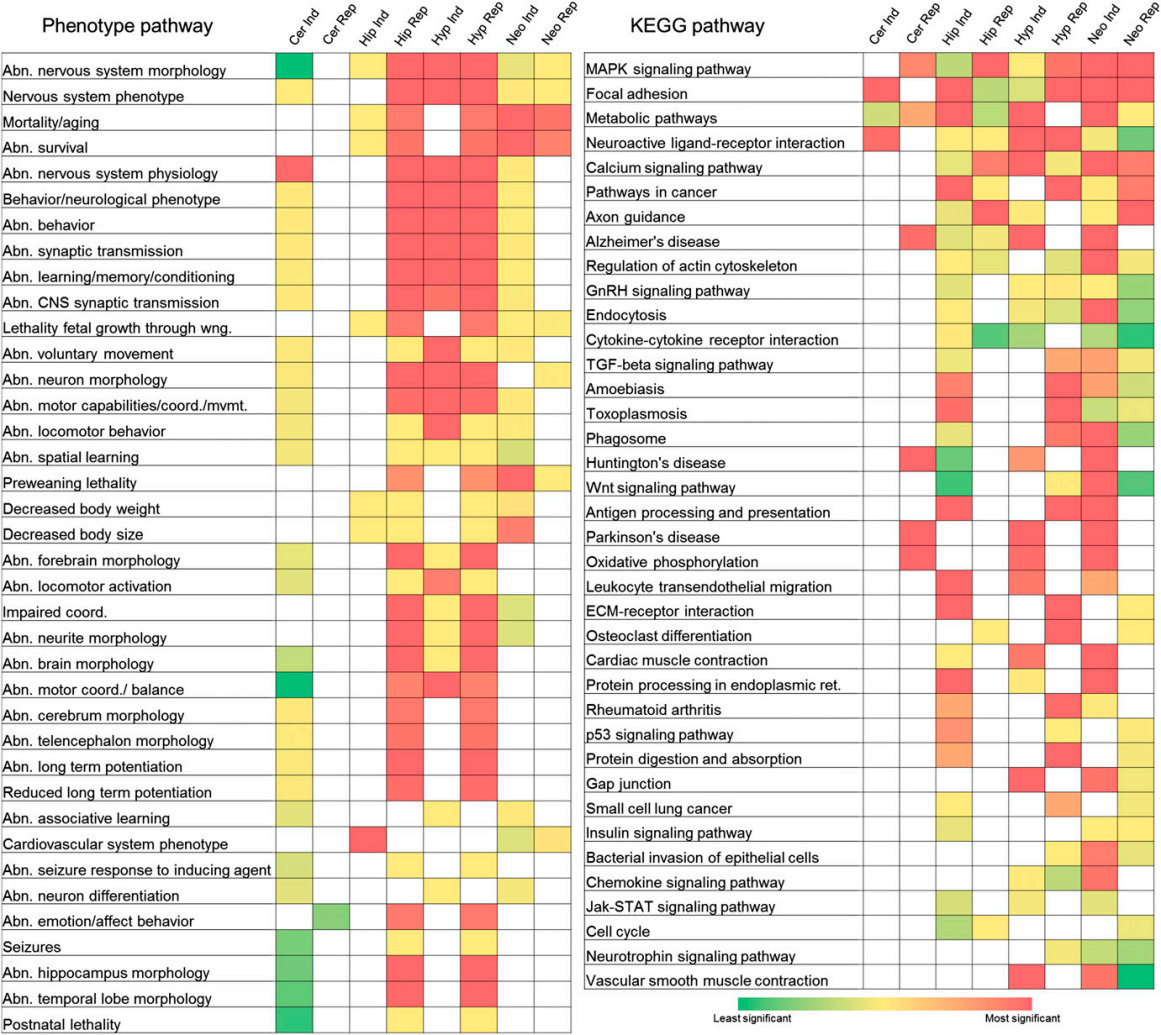
Phenotype ontology and KEGG ontology enrichments. The differentially expressed genes were separated into genes that were either induced (Ind) or repressed (Rep) with respect to virgins and analyzed for significantly enriched phenotype pathways and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. The brain region abbreviations are: cerebellum (Cer), hippocampus (Hip), hypothalamus (Hyp), and neocortex (Neo).

We found several expected enriched phenotype ontologies, such as abnormal nervous system morphology and nervous system phenotype, as having the largest number of brain regions showing these as significant. The genes with repressed expression in the hippocampus and hypothalamus have the most shared, highly significant phenotype ontology enrichments (see filled red boxes in Figure 6), whereas genes repressed in the cerebellum were not enriched for phenotype ontologies common to other brain regions (Figure 6). Genes that are induced or repressed in the neocortex are highly enriched for genes that affect aging and survival, whereas only repressed genes in the hippocampus and hypothalamus are highly enriched for these phenotype ontologies. Among the phenotype ontologies common to genes differentially expressed in all four brain regions, genes induced and repressed in the hypothalamus and repressed in the hippocampus had the highest number of shared highly significant enrichments for these phenotype pathways. The observation that many brain regions have genes with differential expression are enriched for behavior, neuronal physiology, brain and neuronal morphology, and learning and memory ontologies, suggests that the developmental transition of the dam during pregnancy and parturition involves many complex processes acting across the brain.

Next we examined KEGG pathway enrichments that are prevalent across all brain regions (Figure 6; Table S28). The map kinase pathway is significantly enriched for genes identified in all four brain regions, for both induced and repressed genes, with the exception of genes induced in the cerebellum. This suggests that signal transduction is one of the primary mechanisms to mediate changes in all brain regions at the stages examined. 

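MAP kinase pathway genes were more frequent among genes lower in dams than among all genes tested in the hypothalamus, hippocampus and neocortex. Lower in dams were 9 of 137 in the hypothalamus (adjusted p = 0.0023), 16 of 138 in the hippocampus (adjusted p = 0.0012), 16 of 134 in the neocortex (adjusted p = 0.0012) and 21 of 134 in the cerebellum (adjusted p = 0.85) by a one-sided Fisher exact test with Benjamini-Hochberg adjustment over 24 tests. Higher in dams were 7 of 137 in the hypothalamus (adjusted p = 0.39), 2 of 138 in the hippocampus (adjusted p = 0.91), 4 of 134 in the neocortex (adjusted p = 0.85) and 31 of 134 in the cerebellum (adjusted p = 0.012) by the same Fisher exact test. The Fisher test treats genes as independent. camera did not call the list, at adjusted p = 0.76 in the hypothalamus (adjusted p = 0.83 with an estimated correlation), adjusted p = 0.085 in the hippocampus (adjusted p = 0.52 with an estimated correlation), adjusted p = 0.27 in the neocortex (adjusted p = 0.52 with an estimated correlation) and adjusted p = 0.39 in the cerebellum (adjusted p = 0.73 with an estimated correlation). Members lower in the hypothalamus included the early-response genes Fos and Nr4a1. The list shares Fos, Jun, Jund, Nr4a1, Dusp1, Dusp4, Dusp6, Gadd45b, Gadd45g and Bdnf with the early-response list. The enrichment is therefore not shown to be separate from the fall of early-response genes. The count of lower genes in the hypothalamus was 3 without virgin mouse B and 4 without virgin mouse M. The count of lower genes in the hippocampus was 5 without virgin mouse B and 6 without virgin mouse O. The count of lower genes in the neocortex was 8 without virgin mouse O. The count of lower genes in the cerebellum was 5 without virgin mouse M, 6 without virgin mouse B and 33 without virgin mouse O. The count of higher genes in the hypothalamus was 0 without virgin mouse B and 0 without virgin mouse M. The count of higher genes in the hippocampus was 1 without virgin mouse B, 4 without HP156 and 4 without virgin mouse M. The count of higher genes in the neocortex was 2 without virgin mouse O. The count of higher genes in the cerebellum was 2 without virgin mouse B, 3 without virgin mouse M and 47 without virgin mouse O. Adjusted over the list alone, 16 were lower and 11 higher in the hypothalamus, 20 were lower and 5 higher in the hippocampus, 21 were lower and 8 higher in the neocortex and 22 were lower and 31 higher in the cerebellum. The list was written from general knowledge of the pathway and is not the KEGG list. The paper tested genes changed against virgins at any stage, with the full mouse genome as background. For this and the lists below, the genes called in dams were set against those tested in the region.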

Three other KEGG pathways that are highly enriched across nearly all brain regions, for both induced and repressed genes are: (1) focal adhesion, (2) metabolic pathways, and (3) neuroactive ligand-receptor interaction. 

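Receptors for transmitters and neuropeptides were more frequent among genes higher in dams in the hypothalamus, with 12 of 118 (adjusted p = 0.0023), than among all genes tested, by the one-sided Fisher exact test. That test treats genes as independent, and the hypothalamus list had a median log2 fold change of -0.01. camera gave the list adjusted p = 0.77 in the hypothalamus (adjusted p = 0.88 with an estimated correlation), adjusted p = 0.53 in the hippocampus (adjusted p = 0.79 with an estimated correlation), adjusted p = 0.58 in the neocortex (adjusted p = 0.73 with an estimated correlation) and adjusted p = 0.0092 in the cerebellum (adjusted p = 0.52 with an estimated correlation). In the other regions, those higher were 4 of 103 in the hippocampus (adjusted p = 0.43), 3 of 94 in the neocortex (adjusted p = 0.85) and 11 of 73 in the cerebellum (adjusted p = 0.80) by the same Fisher exact test. Receptors lower in dams were 4 of 118 in the hypothalamus (adjusted p = 0.34), 9 of 103 in the hippocampus (adjusted p = 0.079), 6 of 94 in the neocortex (adjusted p = 0.43) and 2 of 73 in the cerebellum (adjusted p = 1.00) by that Fisher exact test. Adjusted over the list alone, those higher numbered 19 in the hypothalamus, 4 in the hippocampus, 5 in the neocortex and 11 in the cerebellum. The count of higher genes in the hypothalamus was 2 without virgin mouse B and 6 without virgin mouse M. The count of higher genes in the hippocampus was 0 without virgin mouse B, 0 without virgin mouse O and 7 without virgin mouse M. The count of higher genes in the neocortex was 0 without virgin mouse M and 0 without virgin mouse O. The count of higher genes in the cerebellum was 1 without virgin mouse B, 1 without virgin mouse M and 29 without virgin mouse O. The count of lower genes in the hypothalamus was 1 without virgin mouse B, 2 without virgin mouse M, 7 without virgin mouse O and 10 without TE1464. The count of lower genes in the hippocampus was 1 without virgin mouse B and 3 without virgin mouse O. The count of lower genes in the neocortex was 3 without virgin mouse M. The count of lower genes in the cerebellum was 0 without virgin mouse B, 0 without virgin mouse M and 5 without virgin mouse O. Of focal adhesion and matrix genes, the lists higher and lower in dams held 2 and 1 in the hypothalamus, 2 and 2 in the hippocampus, 1 and 5 in the neocortex and 7 and 1 in the cerebellum, and the smallest adjusted p over 4 regions and both directions was 0.30 from the same Fisher exact test. Metabolic pathways were not analysed here, since the KEGG list is not available.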

The observation that focal adhesion and neuroactive ligand-receptor interaction are both enriched pathways in many brain regions, suggests that signaling either through the extracellular matrix or transmembrane receptors is important during pregnancy, parturition, and the postpartum period. Consistent with the notion that this transition is both a developmental and physiological transition, we observe additional axon guidance, developmental and physiological pathways as enriched pathways in many brain region data sets.

We also examined GO enrichments (biological, molecular, cellular) that are prevalent across all brain regions (Table S29). As expected, broad GO terms with many subset GO terms are highly enriched. Since those terms do not provide much insight, we focus on terms that are more specific, but are also among the most significant. Genes with induced and repressed differential expression in all brain regions are enriched for nerve impulse (biological process), ion transmembrane transporter activity (molecular function), and neuron projection (cellular process) (Table S29).

To determine if the molecular changes that underlie pregnancy are different than those that underlie parturition and the postpartum period, we partitioned the differentially expressed genes to those that are either different between virgins *vs.* PC stages; or virgins *vs.* PP stages; or PC *vs.* PP stages. In these analyses, genes that changed expression in the virgin and PP stages in the hippocampus, hypothalamus and neocortex share the most enriched phenotype pathway terms. The KEGG pathways that have the most shared highly significant enrichments in these comparisons also include the MAPK signaling pathway, metabolic pathways, neuroactive ligand-receptor interactions, and focal adhesions (Table S30)

### Brain region-specific patterns of gene expression changes

To understand the biologically important and robust changes in gene expression that occur within each brain region, we examined hierarchal clusters of genes that showed both significant and substantial differences (>two-fold difference in at least one comparison) (Figure S4, Figure S5, Figure S6, and Figure S7). 

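Changes over 2-fold at an adjusted p under 0.05 in at least 1 pair of stages numbered 61 in the hypothalamus, 90 in the hippocampus, 82 in the neocortex and 96 in the cerebellum with edgeR's quasi-likelihood test on 18 libraries. By edgeR's exact test on the 6 libraries of each pair, they numbered 186 in the hypothalamus, 205 in the hippocampus, 99 in the neocortex and 98 in the cerebellum. The hypothalamus count from 18 libraries was 27 without virgin mouse B, 32 without virgin mouse M and 102 without virgin mouse O. The hippocampus count from 18 libraries was 23 (without virgin mouse B) to 176 (without HP353) with 1 library left out, past 1.5-fold in 7 of 18 cases. The cerebellum count from 18 libraries was 21 without virgin mouse B, 22 without virgin mouse M and 502 without virgin mouse O.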

We identified different numbers of genes in each brain region that meet these criteria: cerebellum (92 genes), hippocampus (196 genes), hypothalamus (180 genes), and neocortex (89 genes) (Table S31, Table S32, Table S33, and Table S34). The hierarchical cluster visualization was annotated with enriched GO terms, Disease and Pathway categories, as well as whether the gene shows region-specific changes in expression, to gain more insight.

The majority of genes within each cluster were unique to that brain region cluster (last column of each cluster annotation; Figure S4, Figure S5, Figure S6, and Figure S7). Further, the GO terms were distributed throughout the clusters, demonstrating that genes that are coexpressed are from diverse functional groups. All the clusters had subclusters containing the four hemoglobin genes (*Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2*) and *Alas2*, with the same overall patterns of expression. Additionally, all four clusters have subclusters that contain genes encoding transcription factors, including “early-response genes”, that start out with high expression in virgins and then show lower expression during PC and PP stages. 

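Cyr61, now Ccn1 (ENSMUSG00000028195), encodes a matrix protein and is an early-response gene. It was lower in dams in the neocortex at -2.28 (standard error 0.25, adjusted p = 1.1e-05) and in the hippocampus at -0.97 (standard error 0.16, adjusted p = 0.0018) from edgeR's quasi-likelihood test. In the neocortex, Klf2, an endothelial factor, was lower at -0.82 (standard error 0.10, adjusted p = 3.2e-05), Npas4 at -1.45 (standard error 0.21, adjusted p = 2.9e-04) and Fosl2, an AP-1 subunit, at -0.60 (standard error 0.13, adjusted p = 0.0089) from the same test. Nr4a2, a nuclear receptor, was lower in the cerebellum at -1.30 (standard error 0.26, adjusted p = 0.0036) and higher in the hypothalamus at 0.59 (standard error 0.13, adjusted p = 0.015) from the same test, and its difference of dams from virgins varied among regions (adjusted p = 9.6e-05 from edgeR's interaction test on 72 libraries). In the hippocampus, Fosl2 (-0.03), Nr4a2 (-0.07) and Klf2 (-0.33) did not pass the test. Fosl2 missed the threshold in the neocortex at -0.51 without virgin mouse B and -0.51 without virgin mouse O, and Nr4a2 missed it in the cerebellum at -1.33 with limma's voom and in the hypothalamus at 0.61 without virgin mouse B and 0.48 without virgin mouse M.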

The transcription factors include *cysteine rich protein 61* (*Cyr61*), *Dbp*, *Fos*, *fos-like antigen 2 Fosl2*, *Kruppel-like factor 2* (*Klf2*), *neuronal PAS domain protein 4* (*Npas4*), and *nuclear receptor subfamily 4*, *group A members 1*, *2*, and *3* (*Nr4a1*, *Nr4a2*, and *Nr4a3*). Five of these transcription factors have been annotated with the GO category response to steroid (*Fosl2*, *Npas4*, *Nr4a1*, *Nr4a2*, and *Nr4a3*).

For each brain region we also examined the genes with maintained induced or repressed significant expression differences relative to virgins (FDR <0.05 in all virgin comparisons and either induced in all or repressed in all comparisons). 

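Few genes changed in the same direction at all 5 stages against virgins. Those higher numbered 29 in the hypothalamus, 2 in the hippocampus, 1 in the neocortex and 4 in the cerebellum, and those lower 4 in the hypothalamus, 1 in the hippocampus, 3 in the neocortex and 10 in the cerebellum, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With edgeR's exact test on the 6 libraries of each pair, those higher numbered 29 in the hypothalamus, 9 in the hippocampus, 9 in the neocortex and 0 in the cerebellum, and those lower 10 in the hypothalamus, 18 in the hippocampus, 19 in the neocortex and 2 in the cerebellum. With 1 library left out, the number lower ranged over 0 (without TP146) to 6 (without virgin mouse O) in the hypothalamus, 0 (without HE1464) to 38 (without virgin mouse M) in the hippocampus, 1 (without NE1464) to 10 (without NE1467) in the neocortex and 1 (without CE1464) to 2172 (without virgin mouse O) in the cerebellum. The number higher ranged over 4 (without TP353) to 80 (without virgin mouse O) in the hypothalamus, 0 (without HE1464) to 16 (without virgin mouse M) in the hippocampus, 0 (without NE1464) to 4 (without virgin mouse O) in the neocortex and 0 (without CE1464) to 2169 (without virgin mouse O) in the cerebellum.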

The hypothalamus has the largest number of genes with sustained induced expression (Figure S9, Figure S10, and Figure S11) and the neocortex has the largest number of genes with sustained repressed expression (Figure S12, Figure S13, and Figure S14), with several “early response genes” showing maintained repressed expression in the hypothalamus, hippocampus, and neocortex. The cerebellum only had one gene that maintained repressed expression (*Insulin-like growth factor binding protein*; *Igfbp4*) and none with maintained induced expression.

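Igfbp4 (ENSMUSG00000017493) encodes a binding protein that limits insulin-like growth factors. In the cerebellum it was lower at every stage, with a mean log2 fold change of -0.70 (standard error 0.08, adjusted p = 2.6e-04) from edgeR's quasi-likelihood test. It was at 8.14 ± 1.55 FPKM in virgins and 5.67 ± 2.20 at PP10 (SD, n = 3 each), and every dam lay below every virgin. In the neocortex Igfbp4 was higher, at 0.14 (standard error 0.04, adjusted p = 0.040) from the same test, where it missed the threshold at 0.14 without NP146, 0.13 without NP149, 0.14 without NP347, 0.13 without NP353, 0.13 without NP1052, 0.10 without virgin mouse B and 0.13 without virgin mouse M.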

Additionally, we determined if each brain region had a different repertoire of genes with significant expression differences between the postconception stages PC14 and PC16, the two pregnancy time points in this study. 

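In the hypothalamus, 0 genes differed between PC14 and PC16 by edgeR's quasi-likelihood test, with 439 at an unadjusted p under 0.05. DESeq2's Wald test called 0, edgeR's exact test on the 6 libraries 0, and limma's voom 0. On simulated counts for the comparison of PP1 with virgins in this region, the same fit recovered 96% of the genes changed by 2-fold, 76% of those changed by 1.5-fold, and 34% of those with the smallest simulated change, below 1.5-fold.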

We find that the data from the hypothalamus has no genes with significant expression differences between PC14 and PC16, despite seeing substantive changes in other time point comparisons, suggesting that many of the expression differences at PC14 are maintained at PC16, or that we lack sufficient power to detect the changes. For the other three brain regions, there were more genes with significantly higher expression at PC14 compared to PC16, suggesting that repression of gene expression is an important mechanism for the transition to the late pregnancy time points (Table S6 and Table S36).

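In the hippocampus, 12 genes were lower and 0 higher at PC16 than PC14. In the neocortex, 5 were higher and 0 lower. In the cerebellum, edgeR's quasi-likelihood test called 0 genes, with 595 at an unadjusted p under 0.05, edgeR's exact test on the 6 libraries 17, limma's voom 4 and DESeq2's Wald test 0. The exact test called 48 genes in the hippocampus (35 lower at PC16) and 15 in the neocortex (6 lower). The hippocampus count from 18 libraries was 4 (without HE1655) to 15 (without HP353) with 1 library left out, past 1.5-fold in 8 of 18 cases. The neocortex count from 18 libraries was 0 (without NE1467) to 186 (without NE1658) with 1 library left out, past 1.5-fold in 11 of 18 cases. The cerebellum count from 18 libraries was 2 without virgin mouse O and 18 without CE1658.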

### Common and distinct molecular function GO enrichments

We used ToppCluster, a clustering tool that finds overlapping ontology enrichments in several gene lists (Kaimal *et al.* 2010), to identify shared and distinct GO molecular enrichments in the lists of genes with significant and substantial differences (FDR <0.05 and >two-fold difference in expression in at least one comparison; Figure 7). The hypothalamus has the most unique molecular ontologies (green arrowheads, Figure 7). These unique ontologies include insulin-like growth factor, G-protein coupled receptor, neuropeptide receptor binding, neurotransmitter transporter activity, bone morphogenetic protein binding, and many others. The cerebellum, hypothalamus, and neocortex share several molecular ontology enrichments for transcription factor molecular terms (orange boxes, Figure 7). We find that the neocortex uniquely has tumor necrosis factor and death receptor activity as GO terms, whereas the hippocampus has hormone binding as a unique term. Taken together, these results further demonstrate that while there are many shared molecular changes in the four brain regions, each region also has a unique molecular signature.

**Figure 7:**
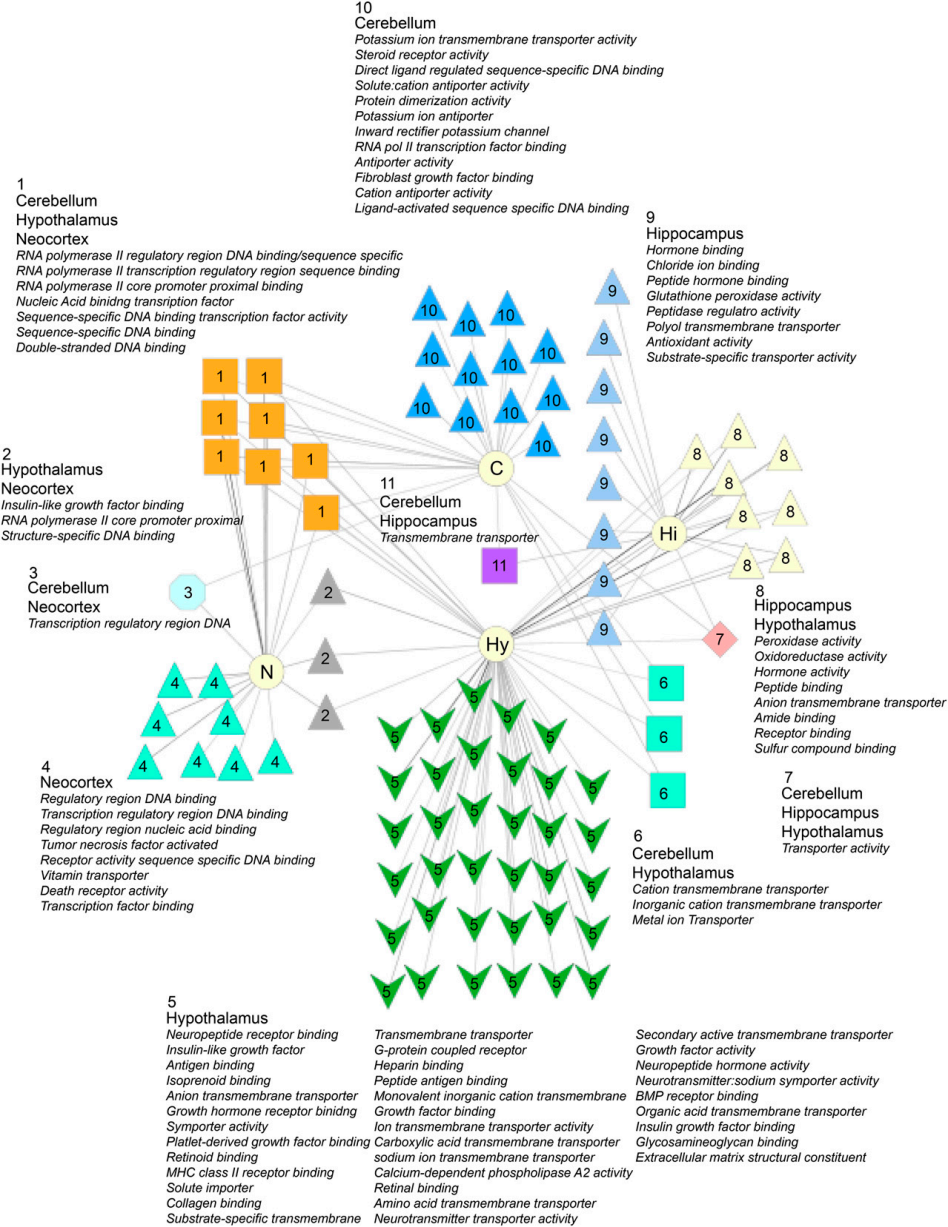
Molecular ontology enrichments in the four brain regions. Genes with significant and substantial gene expression differences were identified for each brain region examined (FDR <0.05; >two-fold difference in at least one comparison). Toppcluster was used to find significant molecular gene ontology (GO) enrichments for each brain region and their overlap. For an ontology to be considered, it needed to include at least five genes at an FDR cut-off of <0.05.

### Genes previously shown to have a role in maternal behaviors

We performed a literature search to find genes previously implicated in the developmental transition to motherhood, and examined the expression data (Table S35; references therein). For this we report all FPKM values obtained, but, for all of our statistical analyses above, a gene was considered only if it had FPKM values >1 for all three samples in at least one treatment group of the comparison. A hierarchal cluster of the data shows the interesting expression patterns of these genes (Figure S8).

*Oxytocin* (*Oxt*) is one of the most critical genes known for maternal behaviors, playing key roles in parturition and lactation (Pedersen *et al.* 1994; Rich *et al.* 2014; Russell *et al.* 2003). We find that *Oxt* shows significant differences in expression in the hypothalamus, but not in other tissues examined. 

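Oxt (ENSMUSG00000027301), the precursor of oxytocin, was at 649 ± 51.0 FPKM in the virgin hypothalamus, 346 ± 119 at PC14, 380.1 ± 74.6 at PC16, 506 ± 142 at PP1, 669.9 ± 177 at PP3 and 652 ± 47.8 at PP10 (SD, n = 3 each). Against virgins, the log2 fold change was -0.87 at PC14 (standard error 0.24, adjusted p = 0.084 from edgeR's quasi-likelihood test). Its smallest adjusted p over the 15 pairs of stages was 0.084 from the same test, so no pair passed the threshold.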

In the hypothalamus, *Oxt* has high expression in virgins (648 FPKM), trough expression in PC14 (346 FPKM), and then rising, progressive elevated expression in PP stages, but not substantially higher than observed in virgins (652 FPKM at PP10). Furthermore, the *oxytocin receptor* (*Oxtr*) does not significantly change expression in any of the brain regions examined, nor is expression high in any tissue. The average expression is highest in the hypothalamus (2.89 FPKM), lowest in the cerebellum (0.19 FPKM), and intermediate in the hippocampus (1.98 FPKM), and Neocortex (1.04 FPKM).

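Oxtr (ENSMUSG00000049112), the oxytocin receptor, was at 2.88 ± 0.355 FPKM over the 18 hypothalamus libraries (SD), 1.98 in the hippocampus, 1.04 ± 0.119 in the neocortex and 0.191 ± 0.0602 in the cerebellum. Its log2 fold change in dams was 0.28 (standard error 0.10, adjusted p = 0.11) in the hypothalamus and 0.28 (standard error 0.12, adjusted p = 0.18) in the hippocampus from edgeR's quasi-likelihood test. In the neocortex and cerebellum it was below the expression filter and was not tested.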

On the other hand, *prolactin* (*Prl*), important for postpartum mood and behavior (Bridges *et al.* 1990; Larsen and Grattan 2012), has significant changes in expression in all brain regions examined, with relative peak expression at PP1 and PP3, in all brain regions examined. The hypothalamus had the largest difference in peak and trough expression, with virgins having the lowest expression (0.11 FPKM), and PP3 having the highest expression (74.24 FPKM). This expression pattern was similar to *growth hormone* (*Gh*), which also has been shown to have fluctuating levels from several different sources depending on reproductive state (Hull and Harvey 2002).

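Prl (ENSMUSG00000021342), which encodes prolactin, was at 0.114 ± 0.107 FPKM in the virgin hypothalamus, 34.2 ± 35.9 at PP1, 74.2 ± 118 at PP3 and 3.42 ± 2.61 at PP10 (SD, n = 3 each). At PP3 the SD exceeds the mean, and library TP357 holds most of the signal. The 3 virgin libraries hold 1 count of Prl in all, so the size of a ratio to virgins is poorly fixed. The ratio of PP3 to virgins was 652 in FPKM and 2229 in CPM, and in FPKM 53.0 without TP357 and 1140.3 without virgin mouse M. PP1 against virgins gave a log2 fold change of 9.53 (standard error 2.95, adjusted p = 0.15) from edgeR's quasi-likelihood test, and the other stages did not pass the expression filter in this comparison. Dams against virgins gave 7.66 (standard error 3.41, adjusted p = 0.21) from the same test, and 8.02 with DESeq2's Wald test, which passed the threshold (adjusted p = 0.013, against 0.013 to 0.69 over all alternatives). In the other 3 regions Prl was below the expression filter and was not tested.

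**Figure D3:**
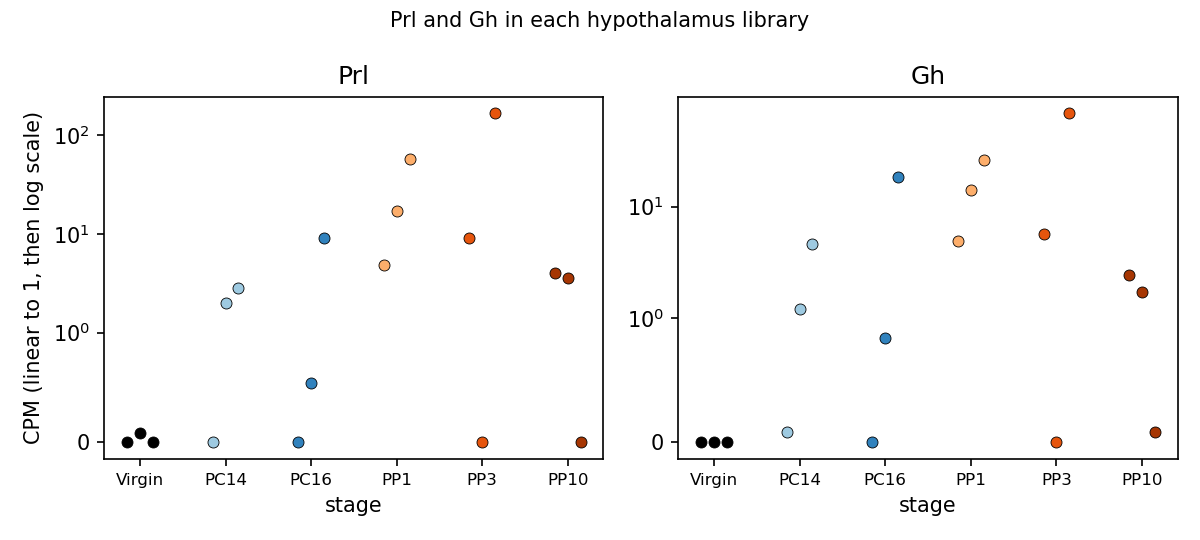
Prl and Gh in each hypothalamus library (y axis, CPM, linear to 1 and logarithmic above) by stage (x axis), with a point for each mouse. Prl in dams ranges from 0 to 168 CPM.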

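Gh (ENSMUSG00000020713), which encodes growth hormone, was at 0 CPM in the 3 virgin hypothalamus libraries and at a mean of 24.9 CPM at PP3, at least 106-fold higher than a floor of 3 counts per virgin library. The 3 PP3 libraries were at 5.63, 0 and 69.0 CPM, and without the highest of them the mean was 2.82 CPM, at least 12.0-fold. Without the library at 0 CPM it was at least 159-fold. Over the 18 hypothalamus libraries, log2 Gh and log2 Prl had a Pearson r of 0.980 (permutation p = 1.0e-05, adjusted 3.0e-05) and a Spearman rho of 0.950 (permutation p = 1.0e-05, the smallest that the permutations give, adjusted 3.0e-05), in a family of 3 relations. Without the 2 libraries farthest from the median of Prl, r was 0.974. Both hormones are made in quantity by the pituitary, which adjoins the hypothalamus.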

Interestingly, the prolactin receptor (*Prlr*) shows significant changes in expression in three brain regions, but not the neocortex. The cerebellum and hippocampus start out with trough expression of *Prlr* in virgins (0.94 FPKM and 1.03 FPKM), and peak expression at PP10 (4.92 FPKM and 11.19 FPKM), with a five-fold and 11-fold difference in expression, respectively. 

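Prlr (ENSMUSG00000005268), the prolactin receptor, was at 1.03 ± 0.621 FPKM in the virgin hippocampus and 11.2 ± 3.75 at PP10, and in the cerebellum at 0.948 ± 0.397 and 4.92 ± 0.554 (SD, n = 3 each). Dams against virgins gave a log2 fold change of 3.21 (standard error 0.76, adjusted p = 0.019) in the hippocampus and 1.56 (standard error 0.61, adjusted p = 0.059) in the cerebellum from edgeR's quasi-likelihood test. Prlr is abundant in the choroid plexus. In dams, 24 other choroid plexus markers had a median log2 fold change of 1.76 (SD 0.44) in the hippocampus. In the cerebellum 24 such markers were at -0.16 (SD 0.32). That value depends on virgin mice B and M, with Ttr at 3001 and 3403 CPM against 741 in O. Without B and M (1 virgin library left), the median of the whole list in the cerebellum was 1.01. Of the whole list, 3 of 25 in the hippocampus (25 adjusted over the list alone) and 0 of 25 in the cerebellum (0 adjusted over the list alone) were higher. The list test gave adjusted p = 3.2e-07 from camera in the hippocampus, and adjusted p = 0.72 with an estimated correlation. Prlr missed the threshold in the hippocampus at 3.07 with limma's voom, 3.11 without virgin mouse B and 2.84 without virgin mouse O, and passed it in the cerebellum at 1.54 with no expression filter, 1.66 without CE1467, 1.66 without CE1655 and 1.77 without CE1467 and CE1655.

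**Figure D4:**
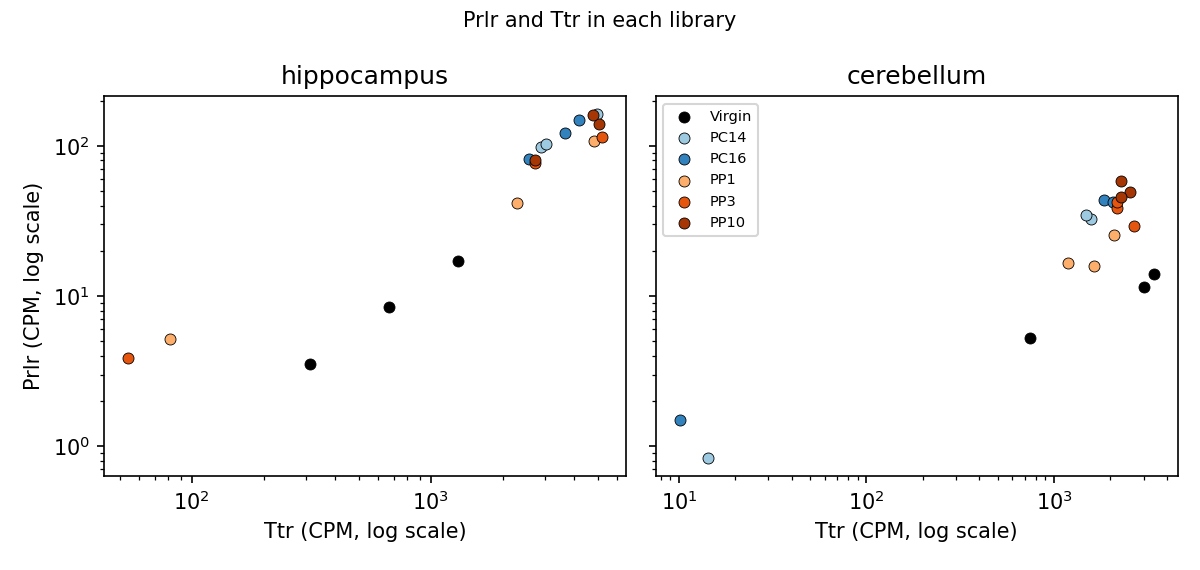
Prlr against Ttr, an abundant choroid plexus transcript, in each library (both axes CPM, logarithmic), coloured by stage. All 15 cerebellum dams have a higher ratio of Prlr to Ttr than every virgin.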

In the cerebellum and hippocampus, elevated expression relative to virgins is observed at all PC and PP stages. 

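In the hippocampus, Prlr had log2 fold changes against virgins of 3.64 at PC14 (adjusted p = 0.078), 3.59 at PC16 (adjusted p = 0.026) and 3.69 at PP10 (adjusted p = 0.023) from edgeR's quasi-likelihood test. At PP1 and PP3 it did not reach an FPKM of 1 in all 3 mice of either group and was not tested, with 4.67 ± 4.71 FPKM at PP1 and 6.38 ± 5.40 FPKM at PP3 (SD, n = 3). In the cerebellum, it had log2 fold changes of 0.91 at PP1 (adjusted p = 0.42), 1.84 at PP3 (adjusted p = 0.078) and 2.32 at PP10 (adjusted p = 0.034) from the same test, and at PC14 and PC16, not tested, it was at 2.09 ± 1.80 FPKM at PC14 and 2.73 ± 2.26 FPKM at PC16 (SD, n = 3).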

The hypothalamus shows a different pattern, with significant differences in expression only between PP1 (peak expression, 2.6 FPKM) and PP10 (trough expression, 1.91 FPKM). 

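In the hypothalamus, Prlr was at 2.60 ± 0.385 FPKM at PP1 and 1.91 ± 0.0405 at PP10 (SD, n = 3 each). The log2 fold change of PP10 against PP1 was -0.47 (standard error 0.10, adjusted p = 0.34 from edgeR's quasi-likelihood test). The smallest adjusted p of Prlr over the 15 pairs of stages in the hypothalamus was 0.097 from the same test.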

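Prlh (ENSMUSG00000090550), a peptide that stimulates prolactin release, was at 1.65 ± 0.788 CPM in virgins (SD, n = 3) and 0.278 ± 0.160 CPM in dams (SD, n = 15) in the hypothalamus. This is a log2 fold change of -2.65 (standard error 0.37, adjusted p = 9.6e-04) from edgeR's quasi-likelihood test. Prlh had no count in hippocampus or neocortex libraries and 1 count in a PP1 cerebellum library. The FPKM table lists it at 0.238 in 1 PP10 hippocampus library that has 0 counts. Its receptor Prlhr was at 2.54 CPM in dams and 3.46 CPM in virgins in the hypothalamus, and had no count in neocortex libraries. The deposited FPKM of Prlhr in the neocortex was 0.00745 ± 0.0172 (SD, n = 18), low but above 0.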

The gene *prolactin releasing hormone* (*Prlh*) is not detectably expressed at any time point examined in any tissue, except the hypothalamus, whereas the *prolactin releasing hormone receptor* (*Prlhr*) is detectable at low FPKM values in all tissues, but has highest expression in the hypothalamus.

### Genes implicated in depression

Given the relatively high incidence of postpartum depression (30–75% have postpartum blues), and other mental health disorders in women after pregnancy (reviewed in Andersson *et al.* 2006; Josefsson *et al.* 2001; Philipps and O’Hara 1991; Stein *et al.* 1981), we examined the full data set to determine if there is any overlap of genes with expression changes during pregnancy and the postpartum period, with genes implicated in human postpartum depression or depressive disorders. We used the HuGE Navigator to find human genes that are associated with these terms (Yu *et al.* 2010). For the disease term *postpartum depression*, there are 17 human genes in the database, for which we found 16 mouse homologs. Each brain region had a set of these genes with differential expression (Table S37): cerebellum (three genes), hippocampus (two genes), hypothalamus (six genes), and neocortex (four genes). For the disease term *depressive disorder*, there were 502 human genes, for which we found 475 mouse homologs. Each brain region also had a set of these genes with differential expression (Table S37): cerebellum (29 genes), hippocampus (51 genes), hypothalamus (47 genes), and neocortex (67 genes). 

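Hspa1b (ENSMUSG00000090877), a stress-induced chaperone, was higher in dams in the neocortex at 0.58 (standard error 0.07, adjusted p = 5.6e-05) and in the cerebellum at 0.36 (standard error 0.10, adjusted p = 0.015) from edgeR's quasi-likelihood test. In the hypothalamus and hippocampus its log2 fold changes were 0.36 and 0.21, which missed the threshold (adjusted p = 0.097 and 0.083 from the same test). It passed in the hypothalamus at PP10, at 0.62 (standard error 0.15, adjusted p = 0.022) from the same test. It missed the threshold in the cerebellum at 0.36 with limma's voom, 0.28 without virgin mouse B, 0.36 without virgin mouse M and 0.23 without virgin mice B and M (1 virgin library left), and passed it in the hippocampus at 0.21 with no expression filter.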

There were three genes that were differentially expressed in all four brain regions: *Per1*, *Dbp*, *heat shock protein 1B* (*Hspa1b*).

We note, however, that we do not see a significant enrichment of depression-related genes in our mouse phenotype ontology analyses of all genes with differential expression or genes with region-specific differential expression in this study, using the ToppCluster portal, but anxiety-related, parental behavior, decreased dopamine, and abnormal emotion/affect behavior phenotype gene categories were enriched. Thus, in the mouse, it will be interesting to determine if postpartum mental-health related phenotypes manifest, in part, as anxiety phenotypes. The expression data set presented here may also reveal new candidate genes, pathways, and networks to investigate their roles in human postpartum depression, which is poorly understood and may be different than other categories of depression, with differences in the underlying molecular and neuroanatomical etiology. In addition, the large numbers of differentially expressed genes in hippocampus both prepartum and postpartum suggest that there is significant reorganization in the gene expression profile of this structure, which has been implicated as having a key role in depression (reviewed in Pawluski *et al.* 2015).

### Conclusions

It is clear that the brain undergoes extensive pregnancy and postpartum changes in gene expression in the four regions that we examined. We find that each brain region had a unique molecular response, with several hundred genes changing expression; however, we also found a core set of 49 genes that change expression in all four brain regions. The hippocampus and hypothalamus had the largest number of genes that showed significant and robust changes, whereas the cerebellum had the fewest. In all four brain regions there is a set of some of the “early-response gene” transcription factors implicated in diverse processes that start out with high expression in virgin females, then have reduced expression through pregnancy and the postpartum period.

The study presented here is only a subset of the types of information that these data sets can yield, with additional future analyses to provide further insights. In the future, it will also be interesting to examine how extensive these gene expression changes are within each brain region. An examination of the *in situ* expression of these genes can contribute to the identification of neural circuits that underlie maternal behaviors and help to determine if there are dedicated circuits for maternal behavior or if the potential for this behavior is distributed throughout the brain. This study also provides a comprehensive transcriptional atlas of the maternal hypothalamus, hippocampus, neocortex, and cerebellum during late pregnancy and the early postpartum period that can be leveraged for future studies to examine maternal behaviors, and also to understand how the normal perturbation of gene pathways during pregnancy and postpartum stages may lead to human postpartum depression. Future studies examining additional time points both early in pregnancy and later postpartum time points will be important additions to this data set to understand the dynamic changes underlying these developmental transitions.

How the deposited data were processed for this re-analysis (not part of the article)

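RNA-seq libraries were made from the hypothalamus, hippocampus, neocortex and cerebellum of 18 female C57BL/6J mice. The mice were virgin, at PC14 or PC16 of pregnancy, or at PP1, PP3 or PP10 after birth, with 3 mice per stage, and each mouse gave all 4 regions, so there are 72 libraries. The paper states that virgins were matched in age and cycled at random. Library input was 5 µg of total RNA, or 1 µg for the hypothalamus.

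The authors removed adaptors with Trimmomatic (0.32 in the deposited processing notes), kept reads of at least 50 bases, and aligned them with TopHat 2.0.8 and Bowtie 2 to the Ensembl mouse genome GRCm38 and its gene models. The count table, as deposited, holds whole numbers per Ensembl gene and library, which the authors made with the geneModels summary of easyRNASeq, with no normalization. The FPKM table, as deposited, holds values per library that the authors made with Cufflinks 2.1.1 without effective length correction, and its blank cells were read as 0 here. Both accounts come from the paper's methods and the processing notes of the samples. Of 39179 gene IDs in the count table, 37607 were matched to a symbol in GENCODE M21 and 1572 were not. There were 103 genes with a mean of at least 50 counts and an FPKM that is blank or 0 in every library, which the FPKM rule leaves out, and 196 with a blank FPKM in any library. Of the gene list members, 5 had no match.

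Counts per library were 8875029 to 14208864, with a median of 12234109. Intervals on ratios of counts are exact 95% counting intervals, and the floor for a library with 0 counts is 3 counts, the 95% limit that a count of 0 allows. Both cover counting error only and leave out differences between mice. The 72 pairs of replicates within a group were checked for duplicated columns. 0 pairs were identical, and the chi-square per degree of freedom between replicates was 1.41 to 24.5 over genes with at least 20 counts.

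For each region, the counts of its 18 libraries were fitted together in edgeR 4.0.16 (R 4.3.3) with 1 coefficient per stage, TMM factors over the 18 libraries, and the quasi-likelihood F test. Genes entered the fit with an FPKM of at least 1 in all 3 mice of at least 1 stage, and a comparison of 2 stages kept genes that passed in at least 1 of them. This left 14385 genes in the hypothalamus, 13932 genes in the hippocampus, 13599 genes in the neocortex and 13817 genes in the cerebellum. Adjusted p values are Benjamini-Hochberg within a comparison, and calls are at an adjusted p under 0.05 with no fold threshold. The comparisons were the 15 pairs of stages, the mean of the 5 stages of pregnancy and nursing (dams, 15 libraries) against 3 virgins, and a test of any difference among the 6 stages. A substantial change is over 2-fold in a called pair, and a maintained change is called in the same direction in all 5 comparisons with virgins. Whether the difference of dams from virgins varies among the 4 regions was tested on all 72 libraries with edgeR's quasi-likelihood interaction test, with and without the mouse as a block.

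Gene lists, 30 in number, were written from general knowledge and tested on the comparison of dams with virgins. The tests were counts of called members, over all genes and adjusted over the list alone, and camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. Camera was run with the preset correlation between genes of 0.01 and with an estimated correlation, and its p values were adjusted over all lists and regions. Enrichment among called genes used a 1-sided Fisher exact test against the genes tested in the region. Correlations between stages are Pearson's r of stage mean FPKM across genes. Those between regions are the mean over stages of Pearson's r between the regions' stage mean FPKM. Their SD is that over 18 mice of Pearson's r of FPKM computed within each mouse. Permutation p values are exact, or use 100000 permutations with seed 11, and the smallest p they can give is 1e-05. These steps used python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

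The alternatives tried were DESeq2 size factors in the same fit, TMM factors over all 72 libraries, the Wald test of DESeq2 1.42.0, edgeR's exact test on the 6 libraries of a pair and on the 18 of a region, the quasi-likelihood test on the 6 libraries of a pair, filterByExpr and no filter in place of the FPKM rule, the mouse as a block where regions are compared, an estimated correlation in camera, log2 scales, Spearman's rho or all expressed genes for the correlations between regions, CPM in place of FPKM for ratios, and leaving out each library in turn. Where this leaves 2 mice in a stage, their spread is taken from all stages. Leaving out virgin mice B and M together in the cerebellum leaves 1 virgin library, so a fall in the number of calls there can also come from the smaller virgin group. Tests, filter, gene lists, alternatives and the rule for naming genes were set before the data were examined. After the values were seen, 6 alternatives were added, limma's voom with 1 quality weight per stage and 5 that leave out sets of libraries.

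The genes named are those the paper's text names; per region, the 10 genes higher and the 10 lower with the largest change of dams against virgins among called genes whose dam libraries all lie on 1 side of the virgins; per region and stage, the 3 in each direction by the same measure; up to 4 members of each gene list with the smallest adjusted p; genes called in all 4 regions; and the 5 largest maintained changes in each direction per region. A gene with no symbol is not named, and a gene named outside this rule is marked as chosen after its values were seen. Some genes that the rule takes are withheld and are not reported here.

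The mouse number in the library labels was taken as the pairing of regions. As a check, residuals from the stage means correlated at a mean r of 0.0524 between regions of the same mouse and -0.0262 between regions of other mice of the stage, and 29 of 108 same-mouse pairs were above 0.1. The pipeline was tested on simulated data with the libraries' own spread, in which 200 genes were changed. It called 96% in the hypothalamus, 96% in the hippocampus, 100% in the neocortex and 94% in the cerebellum of those changed 2-fold at PP1, and 100% in the hypothalamus, 100% in the hippocampus, 100% in the neocortex and 100% in the cerebellum of those changed 4-fold. It called 76% in the hypothalamus, 84% in the hippocampus, 90% in the neocortex and 64% in the cerebellum of those changed 1.5-fold, and 34% in the hypothalamus, 42% in the hippocampus, 48% in the neocortex and 22% in the cerebellum of those with the smallest simulated change, below 1.5-fold. With no simulated change, the comparison of dams with virgins called 482 genes in the cerebellum and 0 genes in each other region. The dispersion in the cerebellum was 0.0206 in virgins and 0.00247 in dams. Each gene was drawn on its own, so trends that many genes of a library share were not simulated.

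Raw reads were not realigned. The supplementary tables of the paper and its KEGG, Gene Ontology and phenotype lists are not among the files, so those enrichments were not computed, and lists written here stand in for the MAPK, focal adhesion and receptor terms. The hour of collection is not recorded for the samples.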

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

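The tests chosen after the results were seen are those of Prlr per Ttr, of Prl across the 4 regions, of transcript length, of virgin mouse O and of the other regions of virgin mice B and M, and the fits that leave out libraries together; the tests of choroid plexus, pituitary and neocortical tissue were set before.

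Nr4a2 (ENSMUSG00000026826) and Igfbp4 (ENSMUSG00000017493) were called in opposite directions in different regions. Nr4a2, an orphan nuclear receptor of the early-response group, was higher in dams in the hypothalamus and lower in the cerebellum, and Igfbp4, which binds insulin-like growth factors, was higher in the neocortex and lower in the cerebellum. The difference of dams from virgins varied among the 4 regions at adjusted p = 9.56e-05 for Nr4a2 and 0.00278 for Igfbp4 from edgeR's quasi-likelihood interaction test on 72 libraries, which does not test these opposite changes by themselves. Nr4a2 missed the threshold in the hypothalamus without virgin mouse B (adjusted p = 0.072) or M (0.11) and in the cerebellum with limma's voom (0.052), and Igfbp4 missed it in the neocortex without any 1 of 7 libraries. Over all genes, the difference of dams from virgins varied among regions in 5610 of 15348, or 795 without the cerebellum libraries of virgin mice B and M (1 virgin library left) (759 shared).

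Genes of the choroid plexus, which makes cerebrospinal fluid and which the paper does not discuss, had a median log2 fold change of 1.76 in the hippocampus of dams (adjusted p = 3.2e-07 from camera and adjusted p = 0.72 with an estimated correlation), with Ttr, which encodes transthyretin, at 669.6, 1302 and 312 CPM in virgin mice B, M and O and 54.2 to 5231 CPM in dams. Neocortical tissue in the virgin hippocampus libraries would lower neocortex markers in dams, and their median was 0.083 over 14 of 16 markers, which argues against it. More choroid plexus tissue in the dissected hippocampus of dams is a candidate explanation for part of the Prlr change, since the median change of the other 24 markers was 0.546 of that of Prlr. Prlr was also higher relative to Ttr, by 1.39 on the log2 scale (exact permutation p = 0.00245, above every virgin in 15 of 15 dams), or 1.22 in the 13 dams with at least 100 CPM of Ttr (exact permutation p = 0.00357), a bound chosen after the values were seen, so more Prlr RNA per choroid plexus RNA in dams stays open too. In the cerebellum these differences were 2.18 and 1.86, and the choroid plexus median was -0.13, or 1.01 without virgin mice B and M (1 virgin library left).

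Prl and Gh, the pituitary hormones prolactin and growth hormone, varied together over the 18 hypothalamus libraries, at Spearman rho 0.95, and neither passed the test in dams. Prl in the hypothalamus also followed mean Prl of the other 3 regions of the mouse, at rho 0.70 (adjusted p = 0.00285 by permutation) and r 0.716 (adjusted p = 0.00112 by permutation), or r 0.591 without the 2 farthest libraries, which is consistent with pituitary RNA carried into all 4 regions of a mouse. Of other pituitary genes, rho with Prl was 0.58 for Tbx19, 0.26 for Cga, 0.22 for Tshb, 0.13 for Pitx1 and -0.16 for Dlk1, and 0.315 for the median of the pituitary genes used in this test (adjusted p = 0.20 by permutation). Pituitary tissue in the dissected hypothalamus and prolactin made in the brain cannot be told apart by these values, since that p misses the threshold in 18 libraries. A bound of 0.3 on the rho of the median was set at first and was replaced by the permutation test after rho was seen.

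In the cerebellum, nuclear genes of oxidative phosphorylation, which the paper does not single out, had a median log2 fold change of -0.27 in dams, with 68 of 97 lower, and the median was 0.11 without virgin mice B and M (1 virgin library left), where 43 genes in all were called. A state of the whole animals B and M would show in their other regions, where the lowest rho of expression with exonic length was 0.0468, which argues against it. A transcript length bias in the cerebellum libraries of B and M is a candidate explanation for part of the calls. There the change in dams rose with exonic length at Spearman rho 0.54, or -0.20 without B and M. By library, rho with length was -0.58 in B, -0.55 in M and 0.26 in O. In the other regions the change in dams fell with length, at rho -0.17 in the hypothalamus, -0.23 in the hippocampus and -0.20 in the neocortex. Whether virgin mouse O shows the change too cannot be told apart with 1 library, where the ratio of fold changes against O to those against all virgins had a median of 0.110 (quartiles -0.141 and 0.410, 61.4% of genes with the same sign). A change of the cerebellum with pregnancy stays open.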

How the results depend on the processing

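The alternatives chosen after the results were seen are limma's voom and the fits that leave out several libraries together; the others, and leaving out each library in turn, were set before. Counts below are those that moved by over 1.5 times, at an adjusted p under 0.05, and a count at a stage compares it with virgins. Unless a value is given for it, the cause was not tested.

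With DESeq2 size factors all 60 counts stayed within 1.5 times, and 1117 values of named genes kept direction and side of the threshold, 2 fell short and 2 newly passed. With TMM factors over 72 libraries, 52 counts stayed within 1.5 times, and 1110 values of named genes kept direction and side of the threshold, 2 fell short and 8 newly passed. In the hippocampus, the numbers were 3 maintained lower. In the neocortex, the numbers were 3 for PC16 against PC14 and 2 maintained higher. In the cerebellum, the numbers were 4 over any PC or PP pair.

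With DESeq2's Wald test, 29 counts stayed within 1.5 times, and 1021 values of named genes kept direction and side of the threshold, 60 fell short and 40 newly passed. The hypothalamus had 217 at PP1, 152 at PP3, 48 over any PC or PP pair and 52 maintained higher. The hippocampus had 153 at PC14, 25 for PC16 against PC14, 154 over any PC or PP pair, 6 maintained higher and 16 maintained lower. The neocortex had 20 at PC14, 1092 at PP1, 696 at PP3, 11 for PC16 against PC14, 623 for dams, 1591 over any pair, 4 maintained higher and 5 maintained lower. The cerebellum had 748 at PC14, 69 over any PC or PP pair, 192 maintained higher and 171 maintained lower. Shared by all 4 regions were 4 in any PC or PP pair and 10 higher.

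With edgeR's exact test on the 6 libraries of each pair, 15 counts stayed within 1.5 times, and 372 values of named genes kept direction and side of the threshold, 14 fell short and 99 newly passed. This test estimates the spread from 6 libraries and adds no uncertainty of that estimate. Genes of the hypothalamus numbered 228 at PP1, 267 at PP3, 1488 over any pair, 542 over any PC or PP pair, 186 over 2-fold and 10 maintained lower. Genes of the hippocampus numbered 603 at PC14, 1125 at PC16, 1064 at PP10, 48 for PC16 against PC14, 1739 over any pair, 226 over any PC or PP pair, 205 over 2-fold, 9 maintained higher and 18 maintained lower. Genes of the neocortex numbered 57 at PC14, 550 at PP10, 15 for PC16 against PC14, 1479 over any PC or PP pair, 9 maintained higher and 19 maintained lower. Genes of the cerebellum numbered 43 at PC16, 115 at PP1, 196 at PP3, 187 at PP10, 17 for PC16 against PC14, 880 over any pair, 664 over any PC or PP pair, 0 maintained higher and 2 maintained lower. In all 4 regions together there were 67 in any pair, 25 in any PC or PP pair and 9 higher.

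With the exact test on the 18 libraries of a region, 25 counts stayed within 1.5 times, and 431 values of named genes kept direction and side of the threshold, 1 fell short and 53 newly passed. For the hypothalamus there were 193 at PP1, 62 over any PC or PP pair, 95 over 2-fold, 45 maintained higher and 11 maintained lower. For the hippocampus there were 188 at PC14, 211 at PP3, 21 for PC16 against PC14, 127 over any PC or PP pair, 177 over 2-fold, 10 maintained higher and 9 maintained lower. For the neocortex there were 40 at PC14, 38 for PC16 against PC14, 5 maintained higher and 10 maintained lower. For the cerebellum there were 985 at PC14, 73 over any PC or PP pair, 248 maintained higher and 223 maintained lower. All 4 regions shared 62 in any pair, 5 in any PC or PP pair and 12 higher.

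With the quasi-likelihood test on the 6 libraries of each pair, which has fewer samples, 15 counts stayed within 1.5 times, and 352 values of named genes kept direction and side of the threshold, 94 fell short and 39 newly passed. Called in the hypothalamus were 1 at PC14, 16 at PC16, 18 at PP1, 30 at PP3, 451 at PP10, 565 over any pair, 162 over any PC or PP pair, 105 over 2-fold, 0 maintained higher and 0 maintained lower. Called in the hippocampus were 350 at PC14, 109 at PP1, 28 at PP3, 193 over 2-fold, 0 maintained higher and 0 maintained lower. Called in the neocortex were 15 at PC14, 113 at PC16 and 2 maintained higher. Called in the cerebellum were 0 at PC14, 0 at PC16, 9 at PP1, 6 at PP3, 3 at PP10, 3 for PC16 against PC14, 251 over any pair, 249 over any PC or PP pair, 23 over 2-fold, 0 maintained higher and 0 maintained lower. Shared by all 4 regions were 15 in any pair, 4 higher and 4 lower. For the cerebellum counts of 0 at PC14 and PC16, 1438 and 2037 genes had an unadjusted p under 0.05 by that test.

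With edgeR's filterByExpr, 50 counts stayed within 1.5 times, and 1095 values of named genes kept direction and side of the threshold, 12 fell short and 4 newly passed. In the neocortex, the numbers were 15 at PC14, 141 over 2-fold and 4 maintained higher. In the cerebellum, the numbers were 4 over any PC or PP pair, 208 over 2-fold and 2 maintained higher.

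With no expression filter, 21 counts stayed within 1.5 times, and 961 values of named genes kept direction and side of the threshold, 9 fell short and 150 newly passed. The hypothalamus had 30 over any PC or PP pair, 117 over 2-fold and 273 among the 6 stages. The hippocampus had 442 at PC14, 957 at PC16, 322 at PP3, 1041 at PP10, 40 for PC16 against PC14, 1302 for dams, 1721 over any pair, 193 over any PC or PP pair, 305 over 2-fold, 31 maintained higher, 33 maintained lower and 919 among the 6 stages. The neocortex had 202 at PC14, 751 at PC16, 724 at PP10, 254 for PC16 against PC14, 1440 for dams, 2080 over any PC or PP pair, 286 over 2-fold, 25 maintained higher, 54 maintained lower and 2464 among the 6 stages. The cerebellum had 909 at PC14, 4 for PC16 against PC14, 56 over any PC or PP pair, 294 over 2-fold, 214 maintained higher, 274 maintained lower and 1338 among the 6 stages. All 4 regions shared 71 in any pair, 3 in any PC or PP pair and 19 higher. Without the filter more genes were tested and the prior degrees of freedom of the spread rose from 5.73 to 14.4 in the hypothalamus, 6.97 to 30.4 in the hippocampus and 6.61 to 23.6 in the cerebellum, and became infinite in the neocortex, where the dispersion used for Nr4a2 went from 10.8 to 0.837.

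With limma's voom and 1 quality weight per stage, 31 counts stayed within 1.5 times, and 933 values of named genes kept direction and side of the threshold, 178 fell short and 9 newly passed. Genes of the hypothalamus numbered 96 at PC14 and 154 at PP3. Genes of the hippocampus numbered 80 at PP3 and 1 maintained higher. Genes of the neocortex numbered 10 for PC16 against PC14 and 2 maintained higher. Genes of the cerebellum numbered 2 at PC14, 76 at PC16, 107 at PP1, 432 at PP3, 332 at PP10, 4 for PC16 against PC14, 259 for dams, 717 over any pair, 210 over any PC or PP pair, 46 over 2-fold, 0 maintained higher and 1 maintained lower. Shared by all 4 regions were 15 in any pair, 0 higher and 7 lower.

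In the cerebellum, 22 named genes changed direction in dams without the libraries of virgin mice B and M (1 virgin library left). Their log2 fold changes became C1qb 0.025, Ccdc153 0.16, Cox6a1 0.081, Fkbp4 0.0061, Hspe1 0.098, Ly6c1 0.079, Map1lc3a 0.088, Ndufb6 0.19, Pcp2 0.054, Plekhg1 -0.067, Rora -0.019, Socs1 0.031, Spen -0.14, Stip1 0.045, Tnik -0.031, Uqcrb 0.0078, Xist -0.052, Zbtb20 -0.15, mt-Co2 0.089, mt-Cytb 0.055, mt-Nd3 0.058 and mt-Nd6 0.066. These are differences from a single mouse, many of them near 0. Of the other named values, 108 kept direction and side of the threshold, 121 fell short and 2 newly passed, while 3 counts stayed within 1.5 times. For the cerebellum there were 47 at PC16, 53 at PP1, 39 at PP3, 35 at PP10, 3 for PC16 against PC14, 43 for dams, 268 over any pair, 198 over any PC or PP pair, 28 over 2-fold and 0 maintained higher. In the fit of 72 libraries, 795 genes had a difference of dams from virgins that varied among regions without those cerebellum libraries. With the mouse as a replicate block the number was 5935, of which 5457 were also called without the block, and the counts of region markers stayed within 1.5 times.

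Without libraries TE1464, TE1654, TP146 and TP1071, which had little meningeal RNA, 259 values of named genes kept direction and side of the threshold, 40 fell short and 2 newly passed. Called in the hypothalamus were 75 at PC14, 53 at PC16, 14 at PP1, 61 at PP3, 129 at PP10, 381 for dams, 200 over any pair, 7 over any PC or PP pair, 4 maintained higher, 0 maintained lower and 37 among the 6 stages. Without libraries HP156 and HP353, which had little choroid plexus RNA, 244 values of named genes kept direction and side of the threshold, 1 fell short and 31 newly passed. In the hippocampus, the numbers were 446 at PC14, 1038 at PC16, 708 at PP3, 1060 at PP10, 1479 for dams, 1817 over any pair, 103 over any PC or PP pair, 211 over 2-fold, 142 maintained higher, 17 maintained lower and 745 among the 6 stages. Every dam left in that fit had more choroid plexus RNA than every virgin. Differences from virgins there cannot be told apart from that content. Without CE1467 and CE1655, with little choroid plexus RNA in the cerebellum, 235 values of named genes kept direction and side of the threshold, 32 fell short and 3 newly passed. The cerebellum had 5 at PC14, 21 at PC16, 565 at PP1, 1387 at PP10, 2108 over any pair, 1 over any PC or PP pair, 0 maintained higher, 1 maintained lower and 46 among the 6 stages.

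Gene lists called by camera numbered 9 in the hypothalamus, 11 in the hippocampus, 6 in the neocortex and 6 in the cerebellum with the preset correlation and 0 in each region with an estimated correlation, where 4 in the hypothalamus, 4 in the hippocampus, 4 in the neocortex and 1 in the cerebellum had an unadjusted p under 0.05 and fry called 6 in the hypothalamus, 7 in the hippocampus, 7 in the neocortex and 6 in the cerebellum. Correlations of FPKM between regions became 0.918 for hypothalamus and hippocampus, 0.902 for hypothalamus and neocortex, 0.869 for hypothalamus and cerebellum, 0.968 for hippocampus and neocortex, 0.871 for hippocampus and cerebellum and 0.862 for neocortex and cerebellum on the scale of log2(FPKM + 1). With a pseudocount of 0.1 they were 0.903 for hypothalamus and hippocampus, 0.883 for hypothalamus and neocortex, 0.841 for hypothalamus and cerebellum, 0.962 for hippocampus and neocortex, 0.846 for hippocampus and cerebellum and 0.833 for neocortex and cerebellum. By Spearman's rho they were 0.911 for hypothalamus and hippocampus, 0.897 for hypothalamus and neocortex, 0.867 for hypothalamus and cerebellum, 0.965 for hippocampus and neocortex, 0.869 for hippocampus and cerebellum and 0.860 for neocortex and cerebellum. Over all expressed genes they were 0.918 for hypothalamus and hippocampus and 0.978 for hippocampus and neocortex, and 4 stayed within the spread between mice. The ratio of Prl at PP3 over virgins in the hypothalamus was 2229 in CPM, where virgin counts are few, and 4 other ratios stayed within their spread.

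With 1 library left out, 758 counts and ratios stayed the same and 388 moved, 320 lower and 68 higher, while of the named genes 18351 values were the same, 1452 fell short, 300 newly passed and 75 moved without a call. Counts at PC14 ranged over 38 (without virgin mouse M) to 276 (without virgin mouse O) in the hypothalamus, 1 (without any 1 of 5 libraries) to 1.5e+02, rounded to 2 digits (without virgin mouse M) in the hippocampus, 1 (without NE1464) to 21 (without NE1658) in the neocortex and 4 (without CE1464) to 6105 (without virgin mouse O) in the cerebellum. Counts at PC16 ranged over 52 (without TE1654) to 408 (without virgin mouse O) in the hypothalamus, 61 (without HE1654) to 840 (without virgin mouse M) in the hippocampus, 60 (without NE1654) to 364 (without NE1658) in the neocortex and 24 (without CE1655) to 6401 (without virgin mouse O) in the cerebellum. Counts at PP1 ranged over 11 (without TP146) to 188 (without virgin mouse O) in the hypothalamus, 91 (without virgin mouse B) to 544 (without virgin mouse M) in the hippocampus, 619 (without NP146) to 1810 (without NE1464) in the neocortex and 12 (without CP146) to 6280 (without virgin mouse O) in the cerebellum. Counts at PP3 ranged over 7 (without TP357) to 179 (without virgin mouse O) in the hypothalamus, 19 (without HP357) to 443 (without HP353) in the hippocampus, 440 (without NP347) to 1170 (without NE1658) in the neocortex and 82 (without virgin mouse M) to 6600 (without virgin mouse O) in the cerebellum. Counts at PP10 ranged over 150 (without TP1071) to 1068 (without virgin mouse O) in the hypothalamus, 57 (without HP1052) to 887 (without HP353) in the hippocampus, 69 (without NP1071) to 348 (without NE1658) in the neocortex and 78 (without virgin mouse M) to 6620 (without virgin mouse O) in the cerebellum.

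Counts for PC16 against PC14 ranged over 0 in the hypothalamus without any 1 library, 4 (without HE1655) to 15 (without HP353) in the hippocampus, 0 (without any 1 of 3 libraries) to 186 (without NE1658) in the neocortex and 0 (without any 1 of 16 libraries) to 18 (without CE1658) in the cerebellum. Counts for dams ranged over 168 (without virgin mouse B) to 766 (without TE1468) in the hypothalamus, 101 (without virgin mouse B) to 1257 (without HP353) in the hippocampus, 306 (without virgin mouse O) to 1042 (without NE1658) in the neocortex and 191 (without virgin mouse B) to 7470 (without virgin mouse O) in the cerebellum. Counts over any pair ranged over 320 (without virgin mouse B) to 1189 (without virgin mouse O) in the hypothalamus, 188 (without virgin mouse B) to 1577 (without HP353) in the hippocampus, 1494 (without NP146) to 2720 (without NE1658) in the neocortex and 144 (without virgin mouse M) to 8785 (without virgin mouse O) in the cerebellum. Counts over any PC or PP pair ranged over 6 (without TP149) to 32 (without TE1464) in the hypothalamus, 13 (without HE1468) to 113 (without HP353) in the hippocampus, 342 (without NP146) to 1226 (without NE1658) in the neocortex and 0 (without any 1 of 5 libraries) to 203 (without virgin mouse O) in the cerebellum. Counts over 2-fold ranged over 27 (without virgin mouse B) to 102 (without virgin mouse O) in the hypothalamus, 23 (without virgin mouse B) to 176 (without HP353) in the hippocampus, 62 (without NP146) to 102 (without NE1658) in the neocortex and 21 (without virgin mouse B) to 502 (without virgin mouse O) in the cerebellum. Maintained higher genes ranged over 4 (without any 1 of 2 libraries) to 80 (without virgin mouse O) in the hypothalamus, 0 (without any 1 of 11 libraries) to 16 (without virgin mouse M) in the hippocampus, 0 (without any 1 of 2 libraries) to 4 (without any 1 of 3 libraries) in the neocortex and 0 (without any 1 of 9 libraries) to 2169 (without virgin mouse O) in the cerebellum. Maintained lower genes ranged over 0 (without any 1 of 5 libraries) to 6 (without virgin mouse O) in the hypothalamus, 0 (without any 1 of 8 libraries) to 38 (without virgin mouse M) in the hippocampus, 1 (without any 1 of 3 libraries) to 10 (without NE1467) in the neocortex and 1 (without any 1 of 4 libraries) to 2172 (without virgin mouse O) in the cerebellum. Genes differing among the 6 stages ranged over 30 (without virgin mouse M) to 188 (without virgin mouse O) in the hypothalamus, 71 (without virgin mouse O) to 527 (without HP353) in the hippocampus, 670 (without NP146) to 1462 (without NE1658) in the neocortex and 19 (without virgin mouse M) to 6292 (without virgin mouse O) in the cerebellum.

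With all libraries of 1 mouse left out, genes in all 4 regions numbered 7 (without virgin mouse M) to 33 (without the PC14 mouse of library CE1464) in any pair, 0 (without any 1 of 10 mice) to 1 (without any 1 of 8 mice) in any PC or PP pair, 0 (without any 1 of 2 mice) to 6 (without the PC16 mouse of library CE1658) higher and 6 (without virgin mouse M) to 15 (without the PC14 mouse of library CE1464) lower. The FPKM ratios ranged over 53.0 to 1140.3 for Prl at PP3 over virgins, 8.13 to 14.15 for Prlr at PP10 over virgins in the hippocampus, 4.22 to 6.35 for Prlr at PP10 over virgins in the cerebellum, 1.61 to 2.19 for Oxt at PP3 over PC14 and 1.28 to 1.47 for Prlr at PP1 over PP10 in the hypothalamus. The correlations ranged over 0.956 to 0.957 for hippocampus and cerebellum, 0.989 to 0.989 for hippocampus and neocortex, 0.927 to 0.930 for hypothalamus and cerebellum, 0.932 to 0.935 for hypothalamus and hippocampus, 0.925 to 0.927 for hypothalamus and neocortex and 0.958 to 0.959 for neocortex and cerebellum.

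Depth limits genes of few counts, such as Prl and Gh outside the postpartum hypothalamus, Prlh and Prlhr. Each mouse gave 1 library per region, so stages of a region share no mouse and no paired analysis of stages was possible because of that. The named alternatives were all run, and the 6-stage test was run only where the fit of 18 libraries gives it.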

Differences from the paper's values

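The alternatives chosen after the results were seen are marked where they appear, and all others were set before the data were examined. Both counts are at an adjusted p under 0.05 from edgeR, here with the quasi-likelihood test on 18 libraries of a region. Genes changed in any pair of stages in the cerebellum numbered 3463 here against the paper's 606. The exact test on 6 libraries (880) came within 1.5 times of the paper's count, and the other 7 of 8 alternatives did not. Chosen after the values were seen, limma's voom gave 717 and dropped 9 of 15 genes that the paper's text calls there (6 by the test of 18 libraries). For genes changed in any pair in at least 1 region, the number here was 6189 against the paper's 3737. Of 8 alternatives, DESeq2's Wald test (5494), the exact test on 6 libraries (5241) and the quasi-likelihood test on 6 libraries (3540) came within 1.5 times of that count, and the other 5 did not. Leaving out all libraries of 1 mouse also brought it within that range, at 3276 to 5587 without the PP10 mouse of library CP1052, the PP10 mouse of library CP1063, the PP10 mouse of library CP1071, the PP1 mouse of library CP146, the PC14 mouse of library CE1467, the PP1 mouse of library CP149, the PP1 mouse of library CP156, the PC16 mouse of library CE1654, the PC16 mouse of library CE1655, the PP3 mouse of library CP347, the PP3 mouse of library CP353, the PP3 mouse of library CP357 or virgin mouse M. Chosen after the values were seen, limma's voom gave 4174 and dropped 8 of 15 in the hypothalamus, 6 of 14 in the hippocampus, 2 of 13 in the neocortex and 9 of 15 in the cerebellum of the genes that the paper's text calls, against 3, 4, 2 and 6 by the test of 18 libraries. There were 2410 genes changed in any pair in the cerebellum alone here against the paper's 293. The paper's count was within 1.5 times of that by the exact test on 6 libraries (388), and not by the other 7 of 8 alternatives. Chosen after the values were seen, limma's voom gave 433 and dropped 9 of 15 genes that the paper's text calls there (6 by the test of 18 libraries). Genes changed in any PC or PP pair in all 4 regions numbered 1 here against the paper's 22. Among alternatives, the exact test on 6 libraries (25) came within 1.5 times of the paper's count, and the other 7 of 8 alternatives did not. For genes higher than virgins in all 4 regions, the number here was 2 against the paper's 7. Of 8 alternatives, DESeq2's Wald test (10) and the exact test on 6 libraries (9) came within 1.5 times of that count, and the other 6 did not. Leaving out all libraries of 1 mouse brought it there too, at 5 without the PC14 mouse of library CE1468 and 6 without the PC16 mouse of library CE1658. There were 61 genes changed over 2-fold in the hypothalamus here against the paper's 180. The paper's count was within 1.5 times of that by the exact test on 6 libraries (186), and not by the other 7 of 8 alternatives. Genes changed over 2-fold in the hippocampus numbered 90 here against the paper's 196. The exact test on 6 libraries (205), the exact test on 18 libraries (177), the quasi-likelihood test on 6 libraries (193) and filterByExpr (132) came within 1.5 times of the paper's count, and the other 4 of 8 alternatives did not. Without 1 library, it was also within that range at 140 without HP146, 159 without HP156, 132 without HP347 and 176 without HP353. Chosen after the values were seen, leaving out HP156 and HP353 gave 211 and dropped 1 of 14 genes that the paper's text calls there (4 by the test of 18 libraries). Every dam left in that fit had more choroid plexus RNA than every virgin, which can add to that count.

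The hypothalamus at PC14 had 192 genes changed against virgins here, against the paper's about 110 in Fig. 1D, read by eye. Of 8 alternatives, the exact test on 6 libraries (133) came within 1.5 times of that count, and the other 7 did not. Leaving out 1 library also brought it within that range, at 115 to 160 without TE1468, TP146, TP347, TP353, TP357, TP1052, TP1063 or TP1071. Chosen after the values were seen, limma's voom gave 96 and dropped 8 of 15 genes that the paper's text calls there (3 by the test of 18 libraries) and leaving out TE1464, TE1654, TP146 and TP1071 gave 75 and dropped 5 of 15 genes that the paper's text calls there (3 by the test of 18 libraries). At PP1 in the hypothalamus, 105 genes changed against virgins here, against the paper's about 180 in Fig. 1D, read by eye. The paper's count was within 1.5 times of that by DESeq2's Wald test (217), the exact test on 6 libraries (228), the exact test on 18 libraries (193) and no filter (133), and not by the other 4 of 8 alternatives. It was also within that range at 137 without TE1468 and 188 without virgin mouse O. The hypothalamus at PP3 had 100 genes changed against virgins here, against the paper's about 180 in Fig. 1D, read by eye. Among alternatives, DESeq2's Wald test (152), the exact test on 6 libraries (267) and the exact test on 18 libraries (150) came within 1.5 times of the paper's count, and the other 5 of 8 alternatives did not. Without 1 library, it was also within that range at 179 without virgin mouse O. Chosen after the values were seen, limma's voom gave 154 and dropped 8 of 15 genes that the paper's text calls there (3 by the test of 18 libraries). At PC14 in the hippocampus, 19 genes changed against virgins here, against the paper's about 500 in Fig. 1D, read by eye. Of 8 alternatives, the exact test on 6 libraries (603), the quasi-likelihood test on 6 libraries (350) and no filter (442) came within 1.5 times of that count, and the other 5 did not. Chosen after the values were seen, leaving out HP156 and HP353 gave 446 and dropped 1 of 14 genes that the paper's text calls there (4 by the test of 18 libraries). The dams left all had more choroid plexus RNA than the virgins, so the count of 446 cannot be told apart from that content. The hippocampus at PP1 had 335 genes changed against virgins here, against the paper's about 160 in Fig. 1D, read by eye. The paper's count was within 1.5 times of that by the quasi-likelihood test on 6 libraries (109), and not by the other 7 of 8 alternatives. It was also within that range at 112 without HP146, 155 without HP149 and 130 without HP156. At PC14 in the neocortex, 6 genes changed against virgins here, against the paper's about 59 in Fig. 1D, read by eye. The exact test on 6 libraries (57) and the exact test on 18 libraries (40) came within 1.5 times of the paper's count, and the other 6 of 8 alternatives did not.

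The cerebellum at PC16 had 1479 genes changed against virgins here, against the paper's about 42 in Fig. 1D, read by eye. Of 8 alternatives, the exact test on 6 libraries (43) came within 1.5 times of that count, and the other 7 did not. Left-out libraries brought it there too, at 49 without CE1654 and 33 without virgin mouse B. Chosen after the values were seen, leaving out virgin mice B and M (1 virgin library left) gave 47 and dropped 10 of 15 genes that the paper's text calls there (6 by the test of 18 libraries). At PP1 in the cerebellum, 1239 genes changed against virgins here, against the paper's about 70 in Fig. 1D, read by eye. None of the 8 alternatives came within 1.5 times of it. It was also within that range at 69 without CP156. Chosen after the values were seen, leaving out virgin mice B and M gave 53 and dropped 10 of 15 genes that the paper's text calls there (6 by the test of 18 libraries). The cerebellum at PP3 had 2086 genes changed against virgins here, against the paper's about 170 in Fig. 1D, read by eye. Among alternatives, the exact test on 6 libraries (196) came within 1.5 times of the paper's count, and the other 7 of 8 alternatives did not. Without 1 library, it was also within that range at 169 without CP353 and 131 without virgin mouse B. At PP10 in the cerebellum, 2198 genes changed against virgins here, against the paper's about 170 in Fig. 1D, read by eye. Of 8 alternatives, the exact test on 6 libraries (187) came within 1.5 times of that count, and the other 7 did not. Left-out libraries brought it there too, at 168 without CP1071. There were 12 genes changed between PC14 and PC16 in the hippocampus here against the paper's about 41 in Fig. 1D, read by eye. The paper's count was within 1.5 times of that by the exact test on 6 libraries (48) and no filter (40), and not by the other 6 of 8 alternatives. Genes changed between PC14 and PC16 in the neocortex numbered 5 here against the paper's about 38 in Fig. 1D, read by eye. The exact test on 18 libraries (38) came within 1.5 times of the paper's count, and the other 7 of 8 alternatives did not. For genes changed between PC14 and PC16 in the cerebellum, the number here was 0 against the paper's about 17 in Fig. 1D, read by eye. Of 8 alternatives, the exact test on 6 libraries (17) came within 1.5 times of that count, and the other 7 did not. Left-out libraries brought it there too, at 18 without CE1658. The other values of the paper that were compared did not differ by over 1.5 times and the spread between mice.

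The paper ranks the neocortex as the region with the most change and the cerebellum as the most stable. Here, over any pair, the cerebellum had the most genes, while by the test among 6 stages the neocortex had the most, 1179, and the hypothalamus the fewest, 140. By the exact test and by the quasi-likelihood test on 6 libraries, the neocortex had the most over any pair (2879 and 2267) and the cerebellum the fewest (880 and 251), and the cerebellum had 268 without virgin mice B and M (1 virgin library left), chosen after the values were seen, which drops 10 of the 15 genes that the paper's text calls in the cerebellum (6 by the test of 18 libraries). In limma's voom the neocortex also had the most and the cerebellum the fewest, chosen after the values were seen (2481 and 717), which drops 2 of the 13 genes that the paper's text calls in the neocortex (2 by the test of 18 libraries) and 9 of the 15 genes that the paper's text calls in the cerebellum (6 by the test of 18 libraries). Among differences between PC and PP stages the paper places the largest number in the cerebellum, where they outnumber those against virgins. Here the genes changed in any pair among PC and PP stages numbered 11 in the hypothalamus, 44 in the hippocampus, 894 in the neocortex and 12 in the cerebellum. These include the pairs within PC and within PP, a wider set than the paper's comparison of PC with PP stages. By the exact test on 6 libraries they numbered 542 in the hypothalamus, 226 in the hippocampus, 1479 in the neocortex and 664 in the cerebellum. Within the cerebellum they outnumbered those at any stage against virgins by that test, by the quasi-likelihood test on 6 libraries (249) and without virgin mice B and M, chosen after the values were seen (198), which drops 10 of the 15 genes that the paper's text calls in the cerebellum (6 by the test of 18 libraries). For changes over 2-fold the paper concludes that the hippocampus and hypothalamus are highest and the cerebellum lowest, while its own counts put the neocortex lowest. Here the numbers were 61 in the hypothalamus, 90 in the hippocampus, 82 in the neocortex and 96 in the cerebellum, and the exact test and the quasi-likelihood test on 6 libraries placed the hippocampus and hypothalamus highest and the cerebellum lowest, with 98 and 23 in the cerebellum against 99 and 81 in the neocortex. The cerebellum was lowest, but the neocortex not below the hypothalamus, by limma's voom (46) and without virgin mice B and M (28), both chosen after the values were seen, which drop 9 and 10 of the 15 genes that the paper's text calls there (6 by the test of 18 libraries).

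The paper states that hemoglobin genes and Alas2 are among those higher than virgins in all 4 regions. Here the genes higher in all 4 were Smox and Fgfr3, and no hemoglobin gene was called in the cerebellum. Hbb-bs, Hbb-bt, Hba-a1, Hba-a2 and Alas2 were called higher in all 4 regions by the exact test on 6 or on 18 libraries and with no filter, and Hba-a1 and Hba-a2 also by DESeq2's Wald test, and the quasi-likelihood test on 6 libraries called the 4 hemoglobin genes in all 4 regions, and Alas2 in the hippocampus and neocortex. The paper finds Per1, Dbp and Hspa1b changed in every region. Here Per1 and Dbp were, and Hspa1b was called in 3, not in the hippocampus, where its smallest adjusted p over the 15 pairs was 0.060 from edgeR's quasi-likelihood test. Hspa1b was called in all 4 regions by DESeq2's Wald test, by the exact test on 6 or 18 libraries and with no filter, and in the hippocampus by the quasi-likelihood test on 6 libraries and without HP156 and HP353, which was chosen after the values were seen and drops 1 of the 14 genes that the paper's text calls in the hippocampus (4 by the test of 18 libraries).

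The paper reports that later stages have progressively more genes of their own in the hypothalamus and cerebellum. In the hypothalamus they were 31 higher and 6 lower at PC14, 18 higher and 17 lower at PC16, 5 higher and 5 lower at PP1, 1 higher and 14 lower at PP3 and 365 higher and 236 lower at PP10. In the cerebellum they were 0 higher and 0 lower at PC14, 179 higher and 138 lower at PC16, 61 higher and 92 lower at PP1, 211 higher and 244 lower at PP3 and 294 higher and 282 lower at PP10. The paper finds that the hippocampus and neocortex share the most changed genes. Here they shared 1 at PC14, 56 at PC16, 118 at PP1, 56 at PP3 and 48 at PP10, while the highest other pairs were the hypothalamus and hippocampus with 7 at PC14, the hippocampus and cerebellum with 92 at PC16, the neocortex and cerebellum with 161 at PP1 and 195 at PP3, and the hypothalamus and cerebellum with 143 at PP10. Lists differed in length, with 120 genes in the hippocampus and 2060 in the cerebellum at PP3. The shared counts therefore do not rank the pairs by similarity. Of genes shared by the neocortex and cerebellum, 110 of 161 at PP1 and 100 of 195 at PP3 went the same way. For the hippocampus and neocortex these were 113 of 118 and 53 of 56. Among the 3 pairs without the cerebellum, the hippocampus and neocortex shared the most at PC16, PP1 and PP3. The paper places the most maintained lower genes in the neocortex, and in the cerebellum a single maintained lower gene, Igfbp4, with none higher. Here maintained lower genes numbered 4 in the hypothalamus, 1 in the hippocampus, 3 in the neocortex and 10 in the cerebellum, with Igfbp4 among those of the cerebellum, where 4 were maintained higher. The neocortex had the most by the exact test on 6 libraries (19) and by the quasi-likelihood test on 6 libraries (4). The exact test gave, in the cerebellum, 2 lower, Igfbp4 and Dusp1, and 0 higher. Igfbp4 was the single gene maintained lower in the cerebellum, with none higher, by limma's voom and without CE1467 and CE1655, both chosen after the values were seen, which drop 9 and 6 of the 15 genes that the paper's text calls there (6 by the test of 18 libraries). Between PC14 and PC16 the paper finds more genes higher at PC14 in the hippocampus, neocortex and cerebellum. In the hippocampus 12 genes were higher at PC14 and 0 at PC16, but in the neocortex 0 and 5, and in the cerebellum none by edgeR's quasi-likelihood test, with 595 at an unadjusted p under 0.05. The exact test on 18 libraries gave 25 at PC14 and 13 at PC16 in the neocortex, and no filter gave 188 and 66 there and 4 and 0 in the cerebellum. In the cerebellum limma's voom gave 4 and 0, and leaving out virgin mice B and M (1 virgin library left) 2 and 1, both chosen after the values were seen, which drop 9 and 10 of the 15 genes that the paper's text calls there (6 by the test of 18 libraries).

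The paper finds MAPK genes enriched among higher and lower genes of every region except those higher in the cerebellum. With a MAPK list written here, they were enriched among lower genes in the hypothalamus, hippocampus and neocortex (adjusted p = 0.0023, 0.0012 and 0.0012 from Fisher's exact test) and among higher genes in the cerebellum (adjusted p = 0.012), and in the other 4 sets the smallest adjusted p was 0.39. camera did not call the list, at adjusted p = 0.76, 0.085, 0.27 and 0.39 in the hypothalamus, hippocampus, neocortex and cerebellum, and adjusted p = 0.83, 0.52, 0.52 and 0.73 with an estimated correlation. The list shares members with the early-response list, so the enrichment among lower genes is not shown to be separate from the fall of those. Without virgin mouse B, the lower genes of the list in the hypothalamus went from 9 to 3. The higher genes of the list in the cerebellum went from 31 to 2 without virgin mouse B, 3 without virgin mouse M and 0 without virgin mice B and M (1 virgin library left), which was chosen after the values were seen. The paper also reports focal adhesion and receptor terms in nearly all regions. For the focal adhesion list here the smallest adjusted p was 0.30 from Fisher's exact test. For the receptor list only the genes higher in the hypothalamus passed, at adjusted p = 0.0023 from that test. The paper tested genes changed against virgins at any stage, with the full mouse genome as background. Here the genes called in dams were tested, with the genes tested in the region as background. The results are therefore not directly comparable.

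The paper finds Oxt changed in the hypothalamus. Its smallest adjusted p over the 15 pairs was 0.084 from edgeR's quasi-likelihood test, and it was called by the exact test on 6 or 18 libraries, with no filter, and without TP156. The paper finds Prl changed in all 4 regions. Prl was tested in the hypothalamus alone, where its smallest adjusted p was 0.15 from edgeR's quasi-likelihood test. It was called there by DESeq2's Wald test and the exact test on 6 or 18 libraries, and in each of the 4 regions with no filter. The paper finds Prlr changed in the hypothalamus too, between PP1 and PP10. The adjusted p of that pair was 0.34 from edgeR's quasi-likelihood test, and the exact test on 6 libraries called it. Without virgin mouse O, Prlr was called in at least 1 pair of hypothalamus stages.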

Other observations

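The gene lists and their tests were set before the results were seen, and the fits without virgin mice B and M (1 virgin library left) and with limma's voom, named below, were chosen after.

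In the hypothalamus of dams, Cish and Socs2, feedback genes of the JAK-STAT pathway that prolactin and growth hormone use, were higher, at 0.90 (standard error 0.12, adjusted p = 5.2e-04) and 0.82 (standard error 0.12, adjusted p = 9.7e-04) as log2 fold changes from edgeR's quasi-likelihood test. Penk, the precursor of enkephalins, was higher at 0.44 (standard error 0.06, adjusted p = 9.7e-04), Lamp5 at 0.64 (standard error 0.11, adjusted p = 0.0034) and Rprm, an inhibitor of the cell cycle, at 0.85 (standard error 0.14, adjusted p = 0.0030). Cyc1, of the respiratory chain, was higher at 0.23 (standard error 0.04, adjusted p = 0.0015), and Slc1a3, a glutamate transporter of astrocytes, was lower at -0.24 (standard error 0.04, adjusted p = 0.0024). Of the list of prolactin and STAT5 targets, 2 of 9 in the hypothalamus (3 adjusted over the list alone), 1 of 5 in the hippocampus (1 adjusted over the list alone) and 3 of 8 in the cerebellum (3 adjusted over the list alone) were higher, and 1 of 7 in the neocortex (1 adjusted over the list alone) were lower. The hippocampus count was 0 without virgin mouse B and 0 without virgin mouse O. The cerebellum count was 0 without virgin mouse B and 0 without virgin mouse M. Cish in the hippocampus was at 1.07 (standard error 0.25, adjusted p = 0.017) and missed the threshold at 0.90 (adjusted p = 0.17) without virgin mouse B and 1.21 (adjusted p = 0.060) without virgin mouse O.

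In the hippocampus, the cold-inducible Rbm3 was lower, at -0.44 (standard error 0.05, adjusted p = 4.4e-05), as were the nuclear RNA Malat1 at -0.64 (standard error 0.08, adjusted p = 1.6e-04), Pclo of the presynaptic zone at -0.31 (standard error 0.03, adjusted p = 4.5e-05), Prox1 of granule neurons at -0.39 (standard error 0.06, adjusted p = 6.8e-04), Slc4a4, a bicarbonate transporter of astrocytes, at -0.26 (standard error 0.04, adjusted p = 0.0023) and Klf9, a factor induced by corticosterone, at -0.23 (standard error 0.04, adjusted p = 0.0032), all from edgeR's quasi-likelihood test. Calr, a chaperone of the endoplasmic reticulum, was higher at 0.37 (standard error 0.07, adjusted p = 0.0053). In the neocortex, Cox5a and Ndufv2 of the respiratory chain were higher, at 0.20 (standard error 0.03, adjusted p = 8.0e-04) and 0.20 (standard error 0.04, adjusted p = 0.0022), as was Snap25 of synaptic vesicle release at 0.11 (standard error 0.02, adjusted p = 0.0036), and Socs2 was lower at -0.30 (standard error 0.06, adjusted p = 0.0044) from the same test. In the cerebellum, Ddit4, a stress and corticosterone response gene, was lower at -0.43 (standard error 0.05, adjusted p = 5.6e-04) from the same test. The 15 dam and 3 virgin libraries of a region enter each value, and none of the alternatives run on dams and no left-out library ended these calls.

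Of the chaperones of heat shock and the endoplasmic reticulum, 3 of 22 in the hypothalamus (8 adjusted over the list alone), 6 of 22 in the hippocampus (14 adjusted over the list alone), 9 of 22 in the neocortex (14 adjusted over the list alone) and 4 of 22 in the cerebellum (4 adjusted over the list alone) were higher in dams, with median log2 fold changes of 0.08, 0.23, 0.13 and 0.08. The list gave adjusted p = 0.0045, 4.1e-08, 4.4e-09 and 0.33 from camera in the 4 regions in that order, and adjusted p = 0.72, 0.52, 0.37 and 0.81 with an estimated correlation. The hypothalamus count was 0 without virgin mouse M. The hippocampus count was 1 without virgin mouse O, 2 without virgin mouse B and 11 without HP353. The neocortex count was 2 without virgin mouse O and 4 without virgin mouse M. The cerebellum count was 0 without virgin mouse B and 0 without virgin mouse M. In the cerebellum the median was 0.21 and the count 0 without virgin mice B and M (1 virgin library left).

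Of the nuclear genes of oxidative phosphorylation, 9 of 96 in the hypothalamus (14 adjusted over the list alone), 10 of 97 in the hippocampus (16 adjusted over the list alone) and 17 of 96 in the neocortex (37 adjusted over the list alone) were higher in dams, and 68 of 97 in the cerebellum (73 adjusted over the list alone) were lower. Their median log2 fold changes were 0.10 in the hypothalamus, 0.07 in the hippocampus and 0.08 in the neocortex. Across genes with at least 50 counts on average, the change in dams fell with exonic length in these regions. Spearman's rho was -0.17 in the hypothalamus, -0.23 in the hippocampus and -0.20 in the neocortex. Whether length accounts for part of these small changes was not tested. The list gave adjusted p = 1.3e-11, 1.9e-10, 3.6e-13 and 3.6e-13 from camera in the 4 regions in that order, and adjusted p = 0.64, 0.35, 0.12 and 0.72 with an estimated correlation. The higher hypothalamus count was 1 without virgin mouse B, 2 without virgin mouse M, 5 without TP357, 5 without TP347, 5 without TP1071 and 27 without virgin mouse O. The higher hippocampus count was 0 without virgin mouse B, 2 without virgin mouse O, 5 without HP1052 and 5 without HE1464. The higher neocortex count was 5 without virgin mouse O, 6 without virgin mouse M and 8 without virgin mouse B. The cerebellum count of lower genes was 1 without virgin mouse M and 2 without virgin mouse B.

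Glucocorticoid-responsive genes had median log2 fold changes of -0.05 in the hypothalamus, -0.12 in the hippocampus, -0.09 in the neocortex and -0.08 in the cerebellum, or -0.22 in the cerebellum without virgin mice B and M (1 virgin library left). Neocortex markers had median log2 fold changes of -0.02 in the hypothalamus, 0.08 in the hippocampus, 0.04 in the neocortex and 0.09 in the cerebellum, or 0.03 in the cerebellum without virgin mice B and M. Hippocampus markers had median log2 fold changes of -0.04 in the hypothalamus, -0.13 in the hippocampus, -0.09 in the neocortex and 0.12 in the cerebellum, or 0.12 in the cerebellum without virgin mice B and M. Hypothalamus markers had median log2 fold changes of -0.21 in the hypothalamus, 0.35 in the hippocampus, 0.26 in the neocortex and -0.32 in the cerebellum, or 0.25 in the cerebellum without virgin mice B and M. Cerebellum markers had median log2 fold changes of 0.02 in the hypothalamus, 0.06 in the hippocampus, -0.01 in the neocortex and 0.08 in the cerebellum, or -0.02 in the cerebellum without virgin mice B and M. Striatum and thalamus markers had median log2 fold changes of -0.02 in the hypothalamus, 0.03 in the hippocampus, 0.06 in the neocortex and 0.10 in the cerebellum, or -0.01 in the cerebellum without virgin mice B and M. Hypothalamus markers also had adjusted p = 0.011 from camera and adjusted p = 0.35 with an estimated correlation in the hypothalamus, and the other region markers and the glucocorticoid list had camera adjusted p of at least 0.05.

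Oligodendrocyte genes had median log2 fold changes of 0.03 in the hypothalamus, -0.07 in the hippocampus, 0.03 in the neocortex and -0.08 in the cerebellum, or -0.07 in the cerebellum without virgin mice B and M (1 virgin library left). Astrocyte markers had median log2 fold changes of -0.02 in the hypothalamus, -0.07 in the hippocampus, -0.03 in the neocortex and 0.18 in the cerebellum, or 0.09 in the cerebellum without virgin mice B and M. Microglia markers had median log2 fold changes of -0.02 in the hypothalamus, -0.06 in the hippocampus, 0.01 in the neocortex and -0.09 in the cerebellum, or -0.05 in the cerebellum without virgin mice B and M. Meningeal fibroblast genes had median log2 fold changes of -0.50 in the hypothalamus, 0.41 in the hippocampus, -0.08 in the neocortex and 0.09 in the cerebellum, or 0.21 in the cerebellum without virgin mice B and M. In the hypothalamus, their median log2 deviation was -1.74 in TE1464, -1.91 in TE1654, -1.58 in TP146 and -1.75 in TP1071. The other dam libraries there were at -0.71 (TP149) to 0.93 (TE1468). Ependymal markers had median log2 fold changes of -0.26 in the hypothalamus, 0.56 in the hippocampus, 0.21 in the neocortex and -0.29 in the cerebellum, or 0.13 in the cerebellum without virgin mice B and M. The list test gave, for astrocyte markers, adjusted p = 0.031 from camera and adjusted p = 0.45 with an estimated correlation in the cerebellum. For ependymal markers it gave adjusted p = 6.7e-05 from camera and adjusted p = 0.37 with an estimated correlation in the hippocampus, and adjusted p = 0.0012 from camera and adjusted p = 0.37 with an estimated correlation in the hypothalamus. For meningeal genes it gave adjusted p = 0.044 from camera and adjusted p = 0.73 with an estimated correlation in the hippocampus, and adjusted p = 0.031 from camera and adjusted p = 0.73 with an estimated correlation in the hypothalamus.

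Cold-inducible genes had median log2 fold changes of -0.15 in the hypothalamus, -0.30 in the hippocampus, -0.30 in the neocortex and -0.09 in the cerebellum, or -0.08 in the cerebellum without virgin mice B and M (1 virgin library left). Ribosome-derived and nuclear RNAs had median log2 fold changes of -0.02 in the hypothalamus, -0.06 in the hippocampus, -0.12 in the neocortex and 0.21 in the cerebellum, or 0.09 in the cerebellum without virgin mice B and M. Mitochondrially encoded genes had median log2 fold changes of 0.03 in the hypothalamus, 0.06 in the hippocampus, 0.05 in the neocortex and -0.24 in the cerebellum, or 0.07 in the cerebellum without virgin mice B and M. Hormone genes had median log2 fold changes of -0.05 in the hypothalamus, -0.04 in the hippocampus, 0.08 in the neocortex and 0.10 in the cerebellum, or -0.05 in the cerebellum without virgin mice B and M. Synaptic genes had median log2 fold changes of 0.04 in the hypothalamus, -0.02 in the hippocampus, 0.03 in the neocortex and 0.15 in the cerebellum, or 0.06 in the cerebellum without virgin mice B and M. The list test gave, for cold-inducible genes, adjusted p = 0.013 from camera and adjusted p = 0.34 with an estimated correlation in the hippocampus, and adjusted p = 0.039 from camera and adjusted p = 0.44 with an estimated correlation in the neocortex. For mitochondrial genes it gave adjusted p = 0.013 from camera and adjusted p = 0.72 with an estimated correlation in the cerebellum, and adjusted p = 0.036 from camera and adjusted p = 0.73 with an estimated correlation in the hippocampus. For synaptic genes it gave adjusted p = 0.039 from camera and adjusted p = 0.51 with an estimated correlation in the cerebellum. Pituitary markers were tested in the hypothalamus, with a median of 0.07 and a mean of 1.64. Too few leukocyte markers passed the filter to be tested.

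Medians and means of a list differed in sign in some lists, with values 0.023 and -0.080 for cerebellum markers in the hypothalamus, -0.041 and 0.021 for hippocampus markers in the hypothalamus, -0.025 and 0.053 for neocortex markers in the hypothalamus, -0.0090 and 0.00043 for neurotransmitter and neuropeptide receptors in the hypothalamus, -0.022 and 0.0068 for rRNA-derived and nuclear RNAs in the hypothalamus, -0.055 and 0.39 for steroid and peptide hormone genes in the hypothalamus, -0.018 and 0.043 for striatum and thalamus markers in the hypothalamus, -0.0098 and 0.066 for neurotransmitter and neuropeptide receptors in the hippocampus, -0.041 and 0.16 for steroid and peptide hormone genes in the hippocampus, 0.0067 and -0.0019 for microglia markers in the neocortex and 0.035 and -0.0040 for MAPK pathway genes in the cerebellum. None of the lists called by camera in dams kept an adjusted p under 0.05 with an estimated correlation, where the smallest was 0.12.

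Splits of the samples into other groups were counted for each comparison. With 3 mice against 3 there are 10 splits, which are too few for a share under 0.05. The numbers of genes from the quasi-likelihood fit on 6 libraries, with the highest of the other splits, were 1 against 0 at PC14, 16 against 0 at PC16, 18 against 0 at PP1, 30 against 3 at PP3, 451 against 0 at PP10 and 0 against 2 for PC16 against PC14 in the hypothalamus. In the hippocampus they were 350 against 0 at PC14, 749 against 0 at PC16, 109 against 0 at PP1, 28 against 0 at PP3, 858 against 0 at PP10 and 18 against 62 for PC16 against PC14. In the neocortex they were 15 against 1 at PC14, 113 against 0 at PC16, 1503 against 0 at PP1, 1118 against 0 at PP3, 385 against 1 at PP10 and 5 against 2 for PC16 against PC14. In the cerebellum they were 0 against 0 at PC14, 0 against 0 at PC16, 9 against 0 at PP1, 6 against 0 at PP3, 3 against 0 at PP10 and 3 against 35 for PC16 against PC14. The real split was the only 1 of 10 with as many genes except where its number was 0 (10 of 10), for PC16 against PC14 in the hippocampus (2) and in the cerebellum (3). In these last 2, a split called several times the real number, which points to a structure of the samples other than stage.

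For the fits of 18 libraries, 40 relabellings per region were drawn, the real labels included. Genes differing among the 6 stages numbered 140 against at most 1 in the hypothalamus, 226 against at most 1 in the hippocampus, 1179 against at most 219 in the neocortex and 172 against at most 0 in the cerebellum, and only 1 of 40, the real one, gave as many. That is the smallest share 40 labellings can give, so chance is less likely for these counts but not excluded. For dams against virgins the numbers were 683 against 3 in the hypothalamus, 856 against 7 in the hippocampus, 952 against 407 in the neocortex and 4070 against 4611 in the cerebellum. Only the real labelling gave as many in the hypothalamus, hippocampus and neocortex. In the cerebellum, 3 of 40 labellings gave as many genes, the real one included, and the highest exceeds the real number. Chance is not excluded there, and the higher count points to a structure of the samples other than stage.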
